# Functional annotation of the transcriptome of *Sorghum bicolor *in response to osmotic stress and abscisic acid

**DOI:** 10.1186/1471-2164-12-514

**Published:** 2011-10-18

**Authors:** Diana V Dugas, Marcela K Monaco, Andrew Olsen, Robert R Klein, Sunita Kumari, Doreen Ware, Patricia E Klein

## Abstract

**Background:**

Higher plants exhibit remarkable phenotypic plasticity allowing them to adapt to an extensive range of environmental conditions. Sorghum is a cereal crop that exhibits exceptional tolerance to adverse conditions, in particular, water-limiting environments. This study utilized next generation sequencing (NGS) technology to examine the transcriptome of sorghum plants challenged with osmotic stress and exogenous abscisic acid (ABA) in order to elucidate genes and gene networks that contribute to sorghum's tolerance to water-limiting environments with a long-term aim of developing strategies to improve plant productivity under drought.

**Results:**

RNA-Seq results revealed transcriptional activity of 28,335 unique genes from sorghum root and shoot tissues subjected to polyethylene glycol (PEG)-induced osmotic stress or exogenous ABA. Differential gene expression analyses in response to osmotic stress and ABA revealed a strong interplay among various metabolic pathways including abscisic acid and 13-lipoxygenase, salicylic acid, jasmonic acid, and plant defense pathways. Transcription factor analysis indicated that groups of genes may be co-regulated by similar regulatory sequences to which the expressed transcription factors bind. We successfully exploited the data presented here in conjunction with published transcriptome analyses for rice, maize, and Arabidopsis to discover more than 50 differentially expressed, drought-responsive gene orthologs for which no function had been previously ascribed.

**Conclusions:**

The present study provides an initial assemblage of sorghum genes and gene networks regulated by osmotic stress and hormonal treatment. We are providing an RNA-Seq data set and an initial collection of transcription factors, which offer a preliminary look into the cascade of global gene expression patterns that arise in a drought tolerant crop subjected to abiotic stress. These resources will allow scientists to query gene expression and functional annotation in response to drought.

## Background

Crop productivity is significantly impacted by abiotic constraints, especially water availability [1]. Given the expanding demand for water by urban populations [2,3], crop productivity in drought-prone environments must be addressed primarily through genetic improvement [1]. The genetic basis of plant adaptation to the environment is complex and includes an extraordinary range of developmental strategies (i.e., cacti, ephemerals, lichens), morphological features (i.e., variation in leaf and root system morphology), biochemical mechanisms (i.e., C3/C4/CAM photosynthesis, osmotic adjustment, dehydrins), and physiological traits (i.e., stomatal regulation, stay-green) (reviewed in [1,4-11]).

Sorghum (*Sorghum bicolor *L. Moench) is an excellent model for the study of plant response to abiotic stress, particularly drought stress. With the exception of millet, sorghum is the cereal best adapted to water-limited environments and ranks amongst the most drought tolerant of all crops grown in the U.S. [9]. Sorghum's drought tolerance is consistent with its evolution in Africa [12], which resulted in the development of heritable morphological and anatomical characteristics (i.e., C4 photosynthesis, thick leaf wax, deep root system) that permit sorghum's growth in hot, dry environments. Sorghum also exhibits physiological responses (i.e., osmotic adjustment, stay-green) that allow continued growth under drought, and adaptive mechanisms (i.e., quiescence) that allow extreme drought tolerance.

A challenge presently facing plant scientists is to obtain the molecular knowledge and experimental tools required to identify the network of genes that condition crop adaptation to harsh environments. The interplay between drought and changes in plant gene expression has been intensely studied in numerous species including Arabidopsis [13-22], rice [23-27], maize [28-30], and sorghum [31]. Recently, the metabolic interplay between ABA and other plant hormones was implicated in a variety of plants grown under drought or osmotic stress conditions [32-34]. These studies provide insight into the relationship among drought tolerance, gene networks, and the metabolic pathways conditioning each species response to drought (reviewed in [35-39]).

In the mid-2000's, cDNA microarray experiments were conducted to examine sorghum's response to various abiotic and biotic stresses. These studies included the effects of PEG-induced osmotic stress, exogenous abscisic acid (ABA), salt, wounding (by jasmonic acid - JA), and insects (by salicylic acid - SA) [31,40-42]. The recent release of a complete genome sequence for sorghum [43] and the development of SorghumCyc, a metabolic pathways database (http://www.gramene.org/pathway/sorghumcyc.html), as well as ultra high-throughput sequencing technology (i.e., next generation sequencing or NGS) provide a unique opportunity to obtain a more complete view of the genes and gene networks conditioning abiotic stress tolerance in sorghum.

Herein, we exploited RNA-Seq technology in combination with the sorghum genome sequence [43] and the SorghumCyc metabolic pathways database to characterize the sorghum transcriptome and to reexamine the differential expression of sorghum genes in response to exogenous ABA and osmotic stress. The present results expand on the sorghum cDNA-array analyses of Buchanan et al. [31] by examining the expression of all currently annotated sorghum genes, providing evidence of the interconnectivity of drought-regulated pathways, and discussing the interplay between transcription factors (TFs) and the corresponding *cis*-acting elements upon which they act. We also employ the sequenced genomes of sorghum, rice, maize, and Arabidopsis to explore orthologous transcripts from genes that exhibit differential expression following ABA treatment and/or osmotic stress across species to investigate the possible evolutionary significance of genes of unknown function in abiotic stress response.

## Results and Discussion

### Mapping the *Sorghum bicolor *Transcriptome

In 2005, changes in sorghum gene expression due to exogenous ABA treatment and PEG-induced osmotic stress were assayed by cDNA microarray technology [31], and, based on existing EST resources at that time, it was estimated that the sorghum cDNA array consisted of 12,982 unique genes [31]. In 2009, the sorghum draft genome sequence and annotations revealed ~34,500 genes [43]; upon reexamination of cDNA sequences on the sorghum microarray, we determined that only ~25% of the reported sorghum genes (8,797 EST-to-unique gene mappings) were spotted on the cDNA array. Due to the limited number of unique genes spotted on the sorghum cDNA microarray, the present study readdresses the changes in sorghum gene expression in response to exogenous ABA or osmotic stress using a global transcriptome profiling approach.

We conducted RNA-Seq on three independent biological experiments, each one consisting of a pool of paired shoot/root tissues treated with ABA, PEG or their respective controls (Figure 1). 

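The 24 RNA-Seq libraries came from roots and shoots of the sorghum line BTx623 and form 8 groups of 3. Seedlings were treated on day 8 for 27 h with 20 μM ABA or its NaOH control, or with 20% PEG, which lowers the water potential around the roots, or its H2O control. The NaOH control is 57.1 μM in the paper and 0.2 M in the sample labels, and the paper's value is used here. Replicate numbers 1, 2 and 3 stand for 3 hydroponic experiments, in each of which RNA of 3 buckets of 10 plants was pooled per treatment. Root and shoot libraries with the same treatment and number came from the same plants, and different plants were grown for each treatment. The authors aligned 50-base reads to the genome, kept unique matches and counted them on exons without regard to strand. The deposited raw count of a gene is the number of aligned bases on its exons, so it was divided by 50 and rounded to whole reads. In roots, the reads per library ranged from 14241734 to 21316385 with ABA (median 14755317), from 14340105 to 22768544 with NaOH (median 14666312), from 14300937 to 22840516 with PEG (median 15242898) and from 12891739 to 21551412 with H2O (median 15299301). In shoots, they ranged from 14549179 to 22098537 with ABA (median 15664536), from 13753904 to 21875259 with NaOH (median 19955618), from 15405095 to 22568484 with PEG (median 15915663) and from 14137037 to 20319058 with H2O (median 15127858). The 100 genes with the most reads over all 24 libraries took 8.07% to 9.54% of the reads of a root library. They took 20.6% to 27.6% of the reads of a shoot library, so a given depth left fewer reads for the other genes in shoots. This set was chosen over both tissues and need not hold the most abundant genes of roots. Differences were tested with edgeR's quasi-likelihood test in one fit of the 24 libraries with a mean per group, TMM factors for scaling and Benjamini-Hochberg adjustment over the 22667 genes with enough reads. A gene was called differentially expressed at an adjusted p under 0.05, a log2 fold change of at least 1 in either direction and a median depth of at least 2X in at least 1 of the groups compared. Normalized reads are reads scaled with these factors to the mean library. A control group in which a gene has 3 reads or fewer in every library gives only a lower bound for its fold change.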

A total of 689.5 million reads were generated across all three biological replicates. These sequences were trimmed to 50bp and aligned to the sorghum genome. Of the total reads, 535.9 million passed purity filtering standards, and, of those, 462.9 million (~86-87%) uniquely mapped to the sorghum genome (Figure 2A, Table 1 and Additional File 1). Most of the uniquely mapped RNA-Seq reads aligned to exons (72%) with the remainder distributed among introns (3%), intergenic regions (10%), and splice junctions (15%) (Figure 2B and Additional File 1). In total, 67.1% of the 689.5 million collected reads passed filtering and mapped uniquely to the genome, slightly higher than previously published results, which range from 38-60% [44-47].

**Figure 1:**
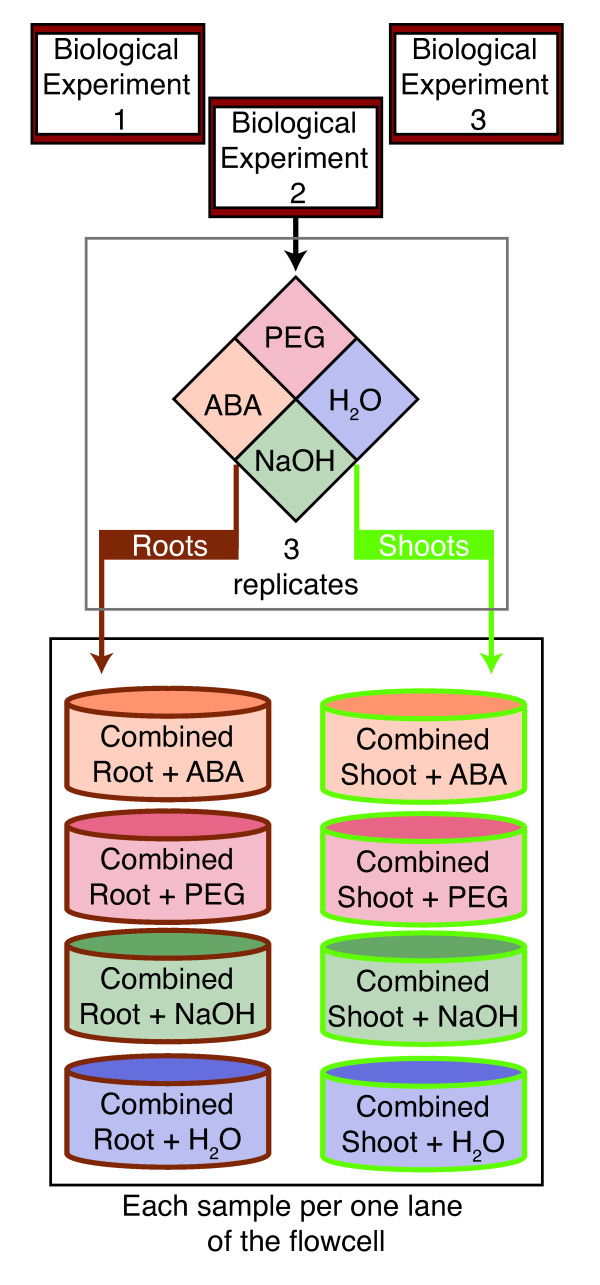
**Experimental design and replication**. The experiments were conducted three times (top three red-outlined boxes). For each experiment, three hydroponic buckets were treated with control (NaOH and H_2_O) or treatment (ABA and PEG) (middle grey box; colored diamond). After 27 hrs of treatment, 10 plants from each bucket were harvested, separated into roots and shoots, and RNA extracted (middle grey box; brown and green arrows). RNA samples from each bucket were combined in equimolar amounts and 5 μg of combined RNA used to create the Illumina RNA-Seq cDNA (bottom box; colored bins). Each flowcell (8 lanes) contained 4 root and 4 shoot samples, each having been treated with ABA, NaOH, PEG, or H_2_O for 27 hrs. The order of the samples on the flowcell was assigned by random draw for each Illumina run.

**Figure 2:**
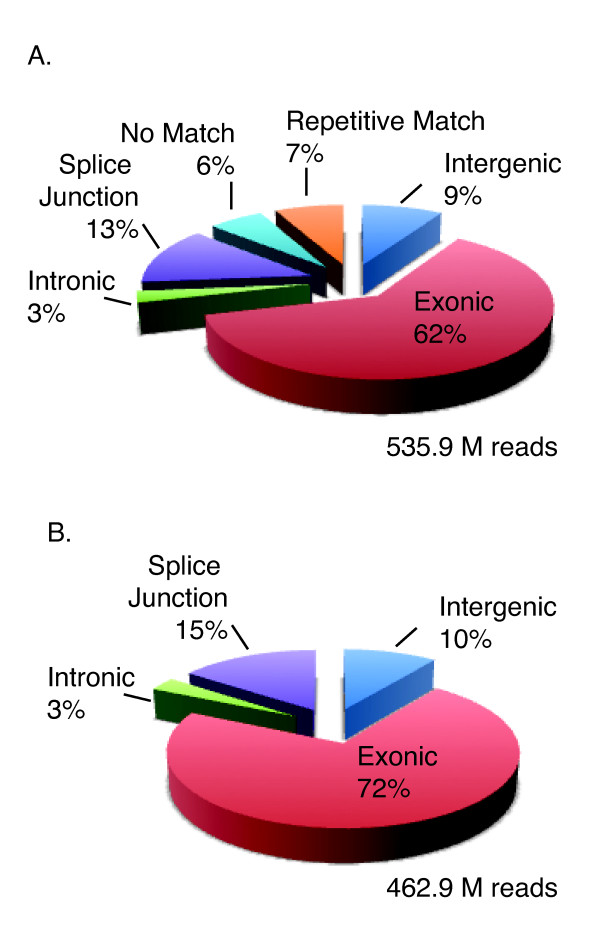
**RNA-Seq analysis of the *Sorghum bicolor *transcriptome**. Distribution of the total number of all sequencing reads that passed Illumina's filtering among annotated features across the sorghum genome (A). Distribution of the total number of all sequencing reads that passed Illumina's filtering and aligned uniquely to the sorghum genome (B).

**Table 1:** Summary of the RNA-Seq Data Combined from Three Independent Biological Experiments

	NaOH-treated		ABA-treated		H_2_O-treated		PEG-treated	
	
	Shoot	Root	Shoot	Root	Shoot	Root	Shoot	Root
Total 50bp single end reads (M)	87.9	90.2	80.5	84.2	88.7	88.8	87	82.2
Total reads passing Illumina's purity filtering (PF) (M)	70.7	68	64.5	65.3	66.3	67.7	67.2	66.2
Total PF reads that were "repeat masked" (M)	5.4	4.9	4.6	5.0	4.9	4.7	5.3	4.8
Total PF reads with no match to the *Sb *genome (M)	4.4	4.4	2.3	3.5	6.3	6.6	1.2	2.4
Total reads uniquely mapped to the *Sb *genome (M)	60.7	58.6	57.5	56.5	54.7	56.3	59.7	58.9
Total reads mapped to annotated genes (M)	55.59	51.78	52.31	50.32	49.59	49.74	53.89	52.38

An upgrade in the software used for base calling after completion of the second biological replicate resulted in an increase in the overall number of reads collected, emphasizing the need for normalization across runs. Quantile normalization was performed for each run and subsequently across all samples simultaneously (Figure 3) using edgeR [48-50]. The range of reads mapped to a gene was comparable across runs, with the 9 lanes of increased sequence counts displaying a slight increase in median read number per gene (Figure 3A and 3B, samples containing red bar). 

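The 9 libraries with base calling by RTA V1.6 were those of replicate 3 and replicate 2 of the NaOH shoots, and they held 19955618 to 22840516 reads. The other 15 libraries, called with V1.5, held 12891739 to 15915663 reads. The median number of reads per transcriptionally active gene was 80.0 to 157.0 per library with V1.6 (middle value 111.0) and 51.0 to 95.0 with V1.5 (middle value 82.0). The difference of the means had p = 0.000755 in a two-sided exact permutation test over the 24 libraries. After scaling to the mean library, these medians were 86.7 to 98.9 (middle value 95.8) with V1.6 and 83.0 to 100.0 (middle value 90.6) with V1.5, a difference that was not tested. Base calling followed the experiment except in NaOH shoots replicate 2, so only this library has the later software in an earlier experiment. The header of its table carries a date found in no other library, so its software and its sequencing run are not told apart. It held 21875259 reads, and the other shoot libraries of replicate 2 held 15127858 to 15664536.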

The Spearman coefficient of correlation between biological runs was high, supporting the reproducibility of the results (Figure 3C and 3D and Additional File 2). 

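Spearman's rho over all 34145 gene models between libraries of the same group ranged from 0.969 to 0.99 with a median of 0.985 in 24 pairs. The lowest value was between replicates 1 and 2 of the H2O shoots. Libraries of the same tissue and another group reached 0.956 to 0.989 (median 0.975, 108 pairs), and a root library with a shoot library 0.831 to 0.889 (median 0.852, 144 pairs). Without replicate 2 in any group the lowest value was 0.982. Additional File 2 is titled with Pearson coefficients and the paper's text names Spearman's. Of the other coefficients tried, Pearson's r of the counts moved the lowest value most, to 0.911, between replicates 1 and 2 of the NaOH shoots. Genes are not independent samples and no p-value was computed.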

Previously published technical replicate correlation coefficients range between 0.92 and 0.96 [51-53], centered in the range that we observed between biological replicates (Spearman coefficient of correlation of 0.91 - 0.99; Additional File 2).

**Figure 3:**
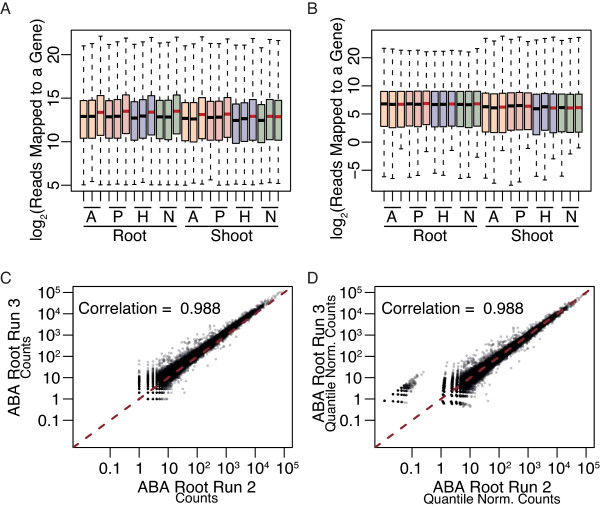
**Quantile Normalization of RNA-Seq Reads**. Box-and-whisker plots show median reads per gene (black and red bars) and varying ranges (colored boxes) for the lanes before normalization (A), which are removed after normalization (B). Red bars denote the lanes analyzed using updated RTA V1.6 software and therefore display an increase in total read counts per lane. Whiskers denote the lowest datum still within 1.5 interquartile range (IQR) of the lower quartile, and the highest datum still within 1.5 IQR of the upper quartile. Scatterplots of counts/gene between runs 2 and 3 in ABA-treated roots before (C) and after quantile normalization (D). A = ABA-treatment; P = PEG-treatment; H = H_2_O control; N = NaOH control.

As reported by Paterson et al. [43], the annotation of the sorghum genome identified 34,496 gene models, with ~27,640 of these considered bona fide, or high confidence, protein-coding genes following homology-based and *ab initio *gene prediction methods combined with EST support from various cereals. The remaining ~6,850 sorghum gene models predicted from the genome sequence are considered low confidence [43] due to a lack of any additional support. In the present study, we were able to resolve 34,144 of the 34,496 gene models as a result of the lack of strand-specific information in the RNA-Seq cDNA. Unless specifically stated, this group of genes is what we refer to as "all annotated genes". In previous studies examining the rice [45] and soybean [46] transcriptomes via RNA-Seq, transcriptionally active genes were defined as those genes with at least two uniquely mapped raw counts. 

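Of the 34145 gene models in the deposited tables, 28336 (83.0%) had at least 2 raw counts over the 24 libraries, among them 118 of 149 pri-microRNA models. Because a raw count is an aligned base, 1 read is enough to pass this limit. A read was found in each of the 24 libraries for 19836 genes and in 1 library alone for 1076 genes. Reads came only from root libraries for 1432 genes and only from shoot libraries for 1028. Fewer than 10 reads over all libraries were counted for 2773 of the active genes. The number of active genes moved most with a limit of 10 reads, to 25563, and was 27802 to 28026 when the libraries of 1 replicate number were left out. Confidence classes of the gene models were not used here.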

When this same definition was applied in the present study, we found transcriptional activity for 28,335 unique genes when considering all samples in all runs; 25,568 high confidence and 2,649 low confidence protein-coding genes, as well as 118 non-coding pri-microRNAs [43] (see Additional File 1). Thus ~92.5% of high confidence annotated genes and ~83% of all annotated genes reported by Paterson et al. [43] showed transcriptional activity in the plant tissues and treatments examined herein. By comparison, deep sequencing resulted in verified expression of 79% and 74.2% of the annotated genes in the combined 4 maize leaf developmental zones [54] and 14 soybean tissues [46], respectively.

Of the 34,144 sorghum gene models, 5,809 (~17%) did not have any detectable transcriptional activity across all samples indicating that either these models are not expressed in any of the developmental stages/tissues examined in the present study or the models do not represent bona fide genes. Of these genes, 3,915 (~67%) are of low confidence, and 1,819 (~31%) are located in pericentromeric regions, suggesting they may be transcriptionally silent. 

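The deposited tables hold 0 aligned bases in each of the 24 libraries for 5809 gene models (17.0%). A count of 0 still allows up to 3 reads at this depth, so expression below 3 reads in the summed libraries could have been missed. The summed libraries are roots and shoots after 27 h of treatment, and other tissues and stages were not analysed here.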

Additional transcriptome profiling across different developmental stages/tissues (e.g., apical and vegetative meristems, developing inflorescence) and/or different abiotic/biotic environmental variables will be required to further assess the transcriptional activity of these genes.

### Differential Gene Expression Determination and Validation

To determine the appropriate read depth criteria for differential gene expression, we examined the data for trends (see Methods for further details), and a 2X median read depth cutoff in one of the two samples being compared (i.e., ABA-treated vs. NaOH-treated) was chosen for examination of differential gene expression. This cutoff value minimizes the rate of false positives while retaining genes of lower expression. In addition, only genes having a log_2_-fold change ≥ 1.0 or ≤ -1.0 and an adjusted p-value < 0.05, as determined by edgeR, were included in our analysis of differential gene expression. These restrictions yielded differentially expressed (DE) gene lists ranging from ~1,000 to nearly 3,200 genes, depending on the tissue/treatment combination (Additional File 3). 

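Without a depth cutoff, 4058 genes in ABA-treated roots, 2269 in ABA-treated shoots, 1107 in PEG-treated roots and 1492 in PEG-treated shoots passed the limits on adjusted p and fold change. With a cutoff of 5X these numbers were 2342, 1241, 579 and 810. NaOH and H2O controls received neither ABA nor PEG, so comparing them shows how many genes are called without either. In that comparison 0 genes were called in roots and 0 in shoots, where 360 and 566 genes had an unadjusted p under 0.05. Leaving out 1 library changed this to 4 genes in roots (without NaOH roots replicate 3), 1 gene in roots (without H2O roots replicate 3) or 4 genes in shoots (without H2O shoots replicate 2). With no calls at 2X, this test of the controls does not tell one cutoff from another by its false positives. The common-dispersion exact test called 88 genes in roots and 11 in shoots at 2X, and 91 and 12 on quantile-normalized counts, and other cutoffs were not tried with it.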

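ABA changed 3094 genes in roots (1232 up, 1862 down) and 1625 in shoots (717 up, 908 down), and PEG changed 790 in roots (461 up, 329 down) and 1072 in shoots (619 up, 453 down). The direction was the same in all 3 replicate numbers for 3088, 1619, 790 and 1066 of these genes. An unadjusted p under 0.05 was found for 9307 and 7624 genes with ABA and for 4398 and 6875 genes with PEG in roots and shoots, out of 22667 tested. The list of PEG-treated shoots depended on 1 library: without replicate 2 of the H2O shoots it held 2052 genes (1250 up, 802 down). Leaving out any other single library left the total of each list within 1.5 times its size. The rising genes of PEG-treated roots were 281 without H2O roots replicate 1 and 286 without H2O roots replicate 2, with 333 and 306 falling. Without PEG roots replicate 3 they were 325 with 355 falling, so that which direction prevails there depends on single libraries. The setting that moved the lists most as a ratio was an exact test on the base counts, chosen after the data were seen, with 1102, 338, 216 and 345 genes. In number of genes the lists moved most with no fold change cutoff, to 6203, 4128, 1459 and 3175. Scaling by library size alone in a common-dispersion exact test shifted the median log2 fold change of all genes by 0.13 in ABA-treated and 0.21 in PEG-treated shoots. Of the genes called in PEG-treated shoots, 75.5% then rose (980 up, 318 down), against 57.7% with TMM factors. DESeq2's size factors in the quasi-likelihood test gave 50.8% there (575 up, 556 down). In ABA-treated shoots the exact test with library sizes alone reversed the prevailing direction, to 935 up and 817 down. When the 6 libraries of a comparison were divided in any other way, fewer genes were called than between treatment and control, and 1 of the 10 possible divisions, the real one, gave that many in each comparison. Each other division mixes treated and control libraries, which adds the treatment effect to the spread. It therefore does not tell how many calls arise by chance.

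**Figure D1:**
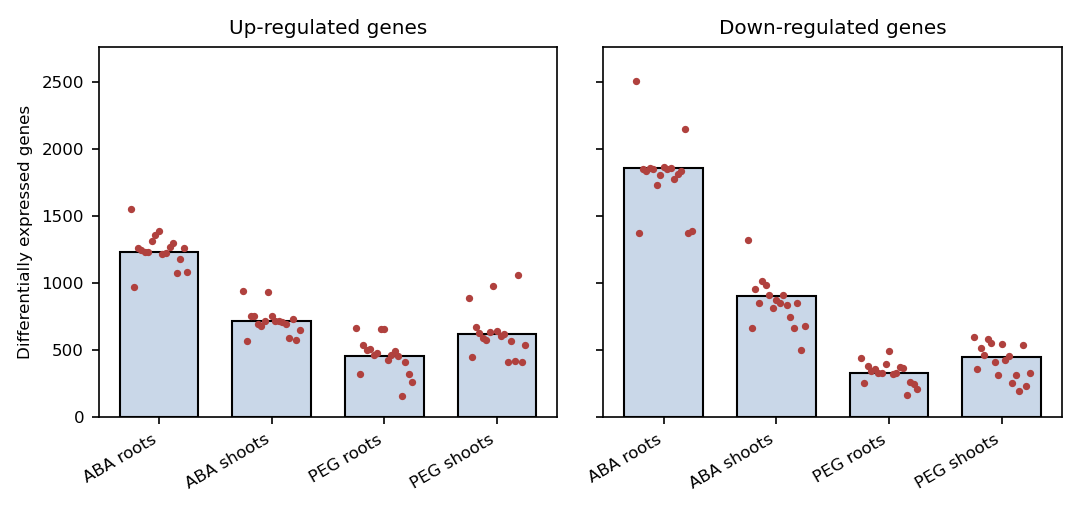
Numbers of up-regulated (left) and down-regulated (right) genes on the vertical axis for treated against control libraries in the 4 comparisons on the horizontal axis. Bars are the numbers from the fit of all 24 libraries, and each red point is the number under 1 alternative set before the data were examined. The one without a fold change cutoff and all alternatives chosen after the data were seen are not drawn. The highest bar is the 1862 genes down-regulated in ABA-treated roots and the lowest the 329 down-regulated in PEG-treated roots.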

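The lists of the 4 comparisons together hold 4761 genes, of which 3367 are in 1 list, 1033 in 2, 296 in 3 and 65 in all 4. Of these 65 genes, 50 were up-regulated and 11 down-regulated in all 4 comparisons. Among the 4761 genes are 7 pri-microRNA models. As a ratio, the exact test on base counts moved the size of the combined list most, to 1549 genes. In number of genes it moved most with no fold change cutoff, to 9940.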

Among all tissues and treatments examined, 5,156 unique genes were classified as DE (Additional File 4); including 5,018 high confidence and 123 low confidence protein-coding genes, and 15 models annotated as pri-microRNAs [43]. Approximately a third of the DE gene products (1,939 out of 5,156) are currently annotated as either predicted protein, similar to expressed protein or putative uncharacterized protein (Additional File 4) [43], which reflects the need for further proteomics studies in sorghum.

To validate the differential expression data, we performed quantitative reverse transcription PCR (qPCR) on randomly chosen mRNAs that were differentially expressed in response to ABA or osmotic stress. We conducted a total of 268 qPCR tests on a set of 157 DE genes (Additional File 5). 

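The copy of Additional File 5 used here holds 267 qPCR tests of 157 genes, where the paper gives 268. In this copy 233 of the 267 (87.3%) are marked as passed, and the share in the paper's text is slightly lower. In the sequencing data, 215 of the 267 tested gene and comparison pairs passed all cutoffs (131 up, 84 down). These were 95 of 114 in ABA-treated roots, 55 of 63 in ABA-treated shoots, 30 of 46 in PEG-treated roots and 35 of 44 in PEG-treated shoots. Of the 233 passed qPCR tests, 187 (80.3%) belonged to such pairs, and of the 34 failed tests 28 (82.4%), with p = 1 in a two-sided Fisher exact test. The 267 tests come from 157 genes and are not independent, which this test ignores. An adjusted p under 0.05 was found for 251 pairs over all genes and for 262 adjusted over the list alone. The study chose these genes from lists made on these samples, so the count is not independent evidence. The exact test on base counts moved the number of pairs past the cutoffs most, to 96.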

Overall, we found a strong correlation (86.6%) to the RNA-Seq data (Additional File 5); all but one of the qPCRs that failed to correlate did so because no difference was seen between the treatment and control samples. When the qPCR and RNA-Seq results differed, they often did so for more than one control-treatment pair, suggesting that the location or design of these primers may not accurately reflect mRNA accumulation, possibly due to variations in splicing.

### Transcript Analysis in Response to ABA and Osmotic Stress

We explored the relative number of DE genes in roots and shoots in response to treatment with ABA or PEG (Figure 4). 

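The effects of ABA and PEG, each against its own control, differed in 2750 genes of roots (902 higher and 1848 lower with ABA) and in 405 genes of shoots (169 higher and 236 lower with ABA). The test was the interaction of treatment and control in the same fit, which has no depth cutoff. In 2347 of the 2750 and 261 of the 405 genes, the ABA effect was the larger in size. The shoot number depended on single libraries: it was 1918 without H2O shoots replicate 2, 210 without H2O shoots replicate 3, 222 without ABA shoots replicate 1 and 266 without NaOH shoots replicate 3. Without H2O shoots replicate 2, 385 were higher and 1533 lower with ABA. With a term for the replicate block the shoot number was 650, and with DESeq2 in place of edgeR it was 713. It was 158 in a fit of the 12 shoot samples, 8 without replicate 1, 767 without replicate 2 and 35 without replicate 3. When treated and control labels were exchanged within each treatment of a tissue, so that neither kept its own, the number found in roots was reached by 1 of 25 drawn relabelings, the real one, and that in shoots by 2 of 25. Such exchanges add the treatment effects to the spread, so low numbers in them do not argue against chance.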

In general, fewer genes exhibited altered expression in response to osmotic stress than exogenous ABA treatment. Following the 27 hr ABA treatment, ~2,300 genes showed more than a 2-fold increase in gene expression whereas osmotic stress resulted in ~1,650 up-regulated genes (Figure 4A and 4C). Similarly, ~2,600 genes were down-regulated more than 2-fold in ABA-treated plants compared to ~700 genes in osmotically-stressed plants (Figure 4B and 4D). This is not surprising based on the involvement of ABA in response to plant stress, and its central role in other pathways, including dormancy in leaf [55-57], bud [55,58-65] and seed (reviewed in [66-68]). 

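With the lists of roots and shoots added up, ABA raised 1949 and lowered 2770, and PEG raised 1080 and lowered 782. With each gene counted once, these were 1648, 2540, 984 and 761 genes. Without H2O shoots replicate 2, PEG raised 1737 in the sum and 1630 genes counted once. From such numbers the paper states that fewer genes respond to osmotic stress than to exogenous ABA, and it relates this to the place of ABA in stress responses and in dormancy. In roots the ABA list is the larger with each of the 24 libraries left out in turn, with 2962 genes or more against 892 or fewer with PEG. In shoots the order is not fixed: without H2O shoots replicate 2 the ABA list held 1721 genes and the PEG list 2052. With the exact test on base counts, chosen after the data were seen, they held 338 and 345. The lists were made against different controls, and their sizes were not compared by a test.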

When comparing the overlap in DE genes between ABA and osmotic stress treatment, between 12-30% of the DE genes were in common between the two treatments depending on the tissue and whether gene expression was up- or down-regulated (Figure 4 and Additional File 3). 

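In roots, 166 genes were up-regulated by both ABA and PEG, 10.9% of the genes raised by either, and 227 (11.6%) were down-regulated by both. In shoots, 304 genes (29.5%) were raised and 219 (19.2%) lowered by both. A gene in only 1 list need not differ between treatments, so the difference was tested by interaction. Of the 2653 genes that only ABA changed in roots, 1579 differed between ABA and PEG, and of the 349 that only PEG changed, 200 did. In shoots, 165 of the 1095 genes in the ABA list alone and 92 of the 542 in the PEG list alone differed. The number of genes shared in the same direction was 916 in total. As a ratio it moved most with the exact test on base counts, to 217, and in number of genes with no fold change cutoff, to 2332.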

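Fig. 4 names 60 genes, 5 for each tissue, direction and list, and 58 of them passed the cutoffs in each comparison for which they are drawn. Of the 80 tests behind them, 78 had an adjusted p under 0.05 over all genes and 80 when adjusted over the list alone, a list that the study chose on these samples, so that this is not independent evidence. The exceptions are genes drawn as lowered by both treatments. Sb10g022780, similar to a glutathione S-transferase (chromosome 10, 51027897–51028688), fell by log2 −1.26 (SE 0.43) in PEG-treated shoots with an adjusted p of 0.0518 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 replicate numbers. Sb02g022733 (chromosome 2, 55954370–55954495) fell by log2 −1.32 (SE 0.48) in PEG-treated roots with an adjusted p of 0.149 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both genes are called in the fit with a replicate block, with log2 fold changes of −1.24 and −1.21. Of the genes drawn for 1 treatment, Sb03g038290, similar to an alpha-expansin, also passed in PEG-treated shoots (log2 −1.00, adjusted p 0.00596, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 replicate numbers), a call that was lost when any replicate number was left out. The effects of ABA and PEG differed by interaction in 28 of the 60 genes.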

When we consider the top five up- and down-regulated genes in response to ABA, PEG, or responding to both ABA and PEG treatment (Figure 4), we note that 29 out of 60 genes are considered to be uncharacterized or putative. As expected, genes similar to a late embryogenesis abundant (LEA) protein and a WSI18 protein, both of which are induced by water stress, and a dehydrin were in the top five genes up-regulated in response to both PEG- and ABA-treatment in roots and shoots, respectively. 

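The LEA group 3 gene Sb09g027110 (chromosome 9, 56214055–56215358) had 54643 ± 2897 normalized reads (mean ± SD of 3 libraries) in ABA-treated roots and 19.8 ± 4.59 in NaOH roots. Its log2 fold change was 11.43 (SE 1.31, adjusted p 1.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PEG-treated roots the libraries had 179, 176 and 3227 normalized reads against 24.5, 69.7 and 22.7 in H2O roots, a log2 fold change of 4.95 (SE 1.03, adjusted p 0.00406, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without PEG roots replicate 3 this was 2.20 and the gene was no longer called. In shoots it rose from 40.3 ± 46.2 to 1938 ± 962 with ABA (log2 5.53, SE 1.06, adjusted p 0.000833, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 20.6 ± 29.0 to 11010.3 ± 524 with PEG (log2 9.05, SE 1.24, adjusted p 5.19e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene rose in 3 of 3 replicate numbers in each comparison, and its rise in roots was larger with ABA than with PEG by log2 6.48 (SE 1.44, adjusted p 0.00353 for the interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
The WSI18 gene Sb03g032380 (chromosome 3, 60824613–60825926) was at least 489.8-fold higher in ABA-treated roots (1294 ± 204 normalized reads, adjusted p 7.4e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 121-fold higher in PEG-treated roots (64.2, 56.9 and 872.5, adjusted p 0.000691, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) than in controls with 3 reads or fewer. Without PEG roots replicate 3 the bound with PEG was 22.1-fold. It rose from 5.00 ± 7.70 to 2197 ± 979.6 in PEG-treated shoots (log2 8.74, SE 1.19, adjusted p 5.02e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 replicate numbers as in roots. In ABA-treated shoots it had 17.4 ± 17.7 against 11.3 ± 10.3 (log2 0.84, SE 1.33, adjusted p 0.707, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 1 of 3 replicate numbers.
The dehydrin gene Sb09g018420 (chromosome 9, 46038022–46039089) rose in shoots from 65.1 ± 33.5 to 14674 ± 12018 with ABA (log2 7.80, SE 0.62, adjusted p 4.43e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 60.6 ± 40.5 to 15192 ± 5066 with PEG (log2 7.95, SE 0.63, adjusted p 8.07e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In roots it rose from 1547 ± 102 to 78275 ± 10162 with ABA (log2 5.66, SE 0.55, adjusted p 1.22e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With PEG it had 3503 ± 1257 in roots against 1866 ± 189 in H2O (log2 0.91, SE 0.45, adjusted p 0.284, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise in roots was larger with ABA than with PEG by log2 4.75 (SE 0.67, adjusted p 5.02e-05 for the interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each change had its direction in 3 of 3 replicate numbers.

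**Figure D2:**
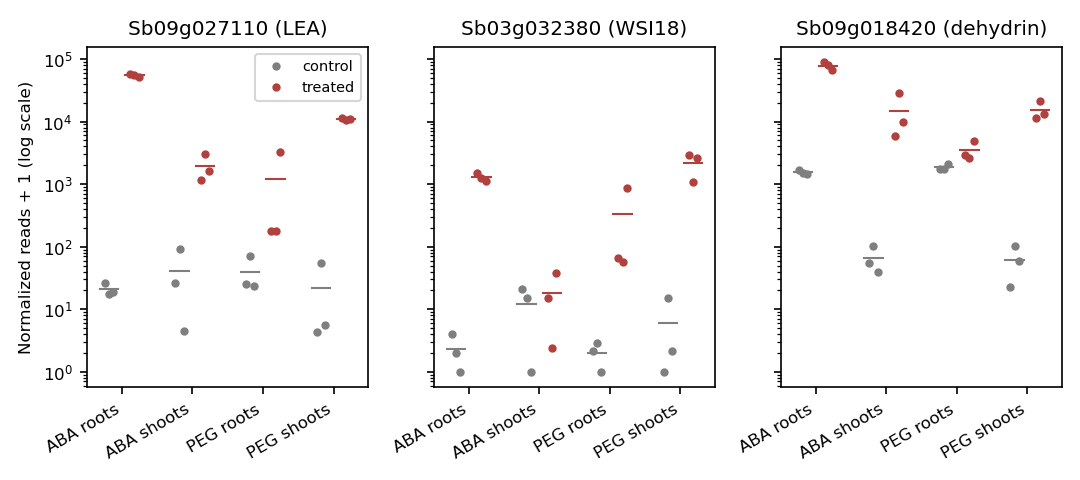
Normalized reads plus 1 on a log scale (vertical axis) of Sb09g027110, Sb03g032380 and Sb09g018420 in control (grey) and treated (red) libraries of the 4 comparisons on the horizontal axis. Each point is 1 library and each line the mean of 3. Replicate 3 of the PEG-treated roots stands apart for the LEA gene, at 3227 normalized reads.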

LEA proteins are hydrophilic proteins induced by drought stress and ABA, a subclass of which includes dehydrins (reviewed in [69-71]). Although their function is unknown, it has been suggested that LEAs act as water-binding molecules, membrane-stabilizers, and ion modulators (reviewed in [69-71]). 

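Sb07g005100 (chromosome 7, 6857815–6861707) had 0 reads in the 3 libraries of ABA-treated roots and 808 ± 363 normalized reads in NaOH roots, at least 310.5-fold lower (adjusted p 4.96e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PEG-treated roots it fell from 1013 ± 133 to 35.7 ± 5.90, a log2 fold change of −4.83 (SE 0.35, adjusted p 3.01e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In shoots it had 3 reads or fewer in each library.
Sb04g008630 (chromosome 4, 10062525–10064084) had 1.91 ± 1.66 normalized reads in ABA-treated and 61.1 ± 27.6 in NaOH shoots, at least 16.1-fold lower (adjusted p 0.000189, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PEG-treated shoots it fell from 77.9 ± 27.6 to 7.06 ± 2.27, a log2 fold change of −3.46 (SE 0.51, adjusted p 0.000829, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call with ABA was lost without replicate 2, and both calls were lost at a depth of 5X. Roots had 0 reads of this gene. Each fall was seen in 3 of 3 replicate numbers.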

A gene similar to OSIGBa010B08.10, whose gene product contains sugar substrate transporter domains was down-regulated in response to both ABA and PEG in roots, and a gene similar to peroxidase 6 was down-regulated in response to both treatments in shoots. Peroxidases comprise a large family of enzymes that function as antioxidants; as such, different peroxidases respond in various ways to drought stress [72], suggesting some family members, including Sb04g008630, may be down-regulated under water stress whereas others increase.

**Figure 4:**
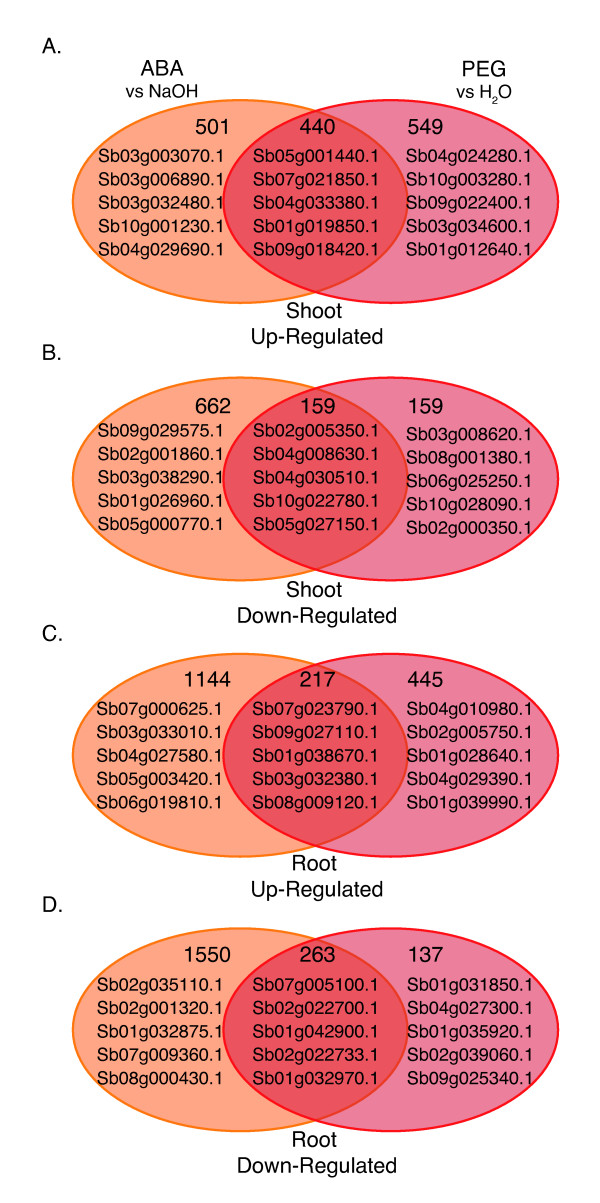
**Overlap between differentially responsive genes following treatment with ABA and PEG**. Venn diagrams display the overlap between differentially expressed genes following treatment with ABA (orange circles, right) and PEG (red circles, left) for 27 hrs in shoots (A, B) or roots (C, D). The total gene count for each category as well as the top five up- or down-regulated genes that exclusively fall into the given category are shown within each circle.

To further explore the genes responding to exogenous ABA and osmotic stress treatment (and their functions within the plant), gene ontology (GO) [73] and pathway enrichment analysis were performed. Enrichment analysis allows exploration of large datasets by suggesting that more genes fall within certain categories/pathways/groups than would be expected by a random draw. In total, 191 GO categories and 72 SorghumCyc pathways exhibited enrichment for DE genes based on significant p-values (GO analysis) or Z-scores plus p-values (pathway analysis) depending on the tissue/treatment combination being examined (Additional Files 6 and 7). Examples of GO categories exhibiting enrichment in DE genes included those involved in biotic and abiotic stress, cell growth and development, hormone biosynthesis, and sugar biosynthesis (Additional File 6). Similar to the GO analysis, numerous SorghumCyc hormone biosynthetic pathways showed enrichment in DE genes as did pathways involved in the biosynthesis of osmoprotectants, sugars, and amino acids, to name a few (Additional File 7).

While it is beyond the scope of this paper to discuss each GO category and metabolic pathway exhibiting DE gene enrichment, several examples of tissue- and/or treatment-specific enrichment are discussed in more detail below with particular emphasis on the role of DE genes in stress and defense response as well as possible influences on development. For those investigators desiring a broader overview of enriched GO categories and metabolic pathways, complete listings can be found in additional files 6 to 8.

### ABA and Osmotic Stress Pathways in Roots and Shoots

GO categories enriched for genes up-regulated in response to exogenous ABA or osmotic stress in roots and shoots include responses to light intensity, heat, wounding, and hydrogen peroxide (Additional File 6). Additionally, genes enriched in GO categories such as response to stress, cold, and water deprivation were also up-regulated in ABA and osmotic stressed roots and shoots, although in some treatment/tissue combinations, certain genes from these categories were down-regulated as well. ABA has been shown to play a role in the stress responses listed in these GO categories (reviewed in [35,38,74-76]), thereby supporting our results.

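Additional File 7 lists 3 genes for choline biosynthesis I, all similar to phosphoethanolamine N-methyltransferases. It lists 3 in ABA-treated roots and 2 in each other comparison, and each listed gene was up-regulated with an adjusted p under 0.05 over all genes and when adjusted over the list alone. The study chose this list on these samples, so it is not independent evidence.
Sb03g031950 (chromosome 3, 60357236–60361667) rose from 1219 ± 146 to 14412 ± 1279 normalized reads with ABA in roots (log2 3.56, SE 0.25, adjusted p 1.35e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 1291 ± 549 to 5289 ± 109 in shoots (log2 2.03, SE 0.23, adjusted p 3.79e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With PEG it rose from 1074 ± 49.8 to 2885 ± 266 in roots (log2 1.43, SE 0.23, adjusted p 0.000421, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 1016 ± 336 to 5019 ± 725 in shoots (log2 2.30, SE 0.23, adjusted p 1.76e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
Sb09g027360 (chromosome 9, 56426448–56431434) rose with ABA in roots (log2 1.28, SE 0.16, adjusted p 3.06e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and shoots (log2 2.10, SE 0.16, adjusted p 3.13e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and with PEG in shoots (log2 1.50, SE 0.16, adjusted p 3.09e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PEG-treated roots its log2 fold change was 0.63 (SE 0.16, adjusted p 0.0152, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the fold change cutoff.
Sb04g032625 (chromosome 4, 62637927–62643317) rose in roots with ABA (log2 2.02, SE 0.26, adjusted p 4.17e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and PEG (log2 1.90, SE 0.26, adjusted p 0.000102, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In shoots its log2 fold changes were 0.68 with ABA (SE 0.25, adjusted p 0.0593, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.67 with PEG (SE 0.24, adjusted p 0.0579, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 genes rose in 3 of 3 replicate numbers in each comparison. Reads that fit more than 1 place were left out by the authors, so genes this similar could be counted low.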

An example of a differentially expressed metabolic pathway common to both ABA treatment and osmotic stress includes the choline biosynthetic pathway, which was enriched for DE genes in roots and shoots based on GO and Z-score analysis (Additional Files 6 and 7). Choline can be oxidized to glycine betaine, a strong osmoprotectant [77,78]. In contrast to the choline biosynthetic pathway, we did not observe enrichment for the glycine betaine biosynthesis pathway based on the Z-score pathway analysis. This may be due to the fact that SorghumCyc pathways are computationally generated and populated by orthologous gene annotation (http://www.gramene.org/pathway/sorghumcyc.html).

As an alternate method to explore the influence of DE genes on pathway function, we analyzed the ratio of reactions in a given pathway that contain DE genes over all reactions within that pathway (Additional File 8). We note that out of the two reactions annotated in the glycine betaine pathway, at least one contained DE genes (data not shown). The altered regulation of the glycine betaine biosynthesis pathway is therefore still possible if a rate-limiting step is differentially expressed. A related osmoprotectant pathway, ß-alanine betaine biosynthesis, contained DE genes in all three reactions in the 4 tissue/treatment samples examined (Additional File 8). In support of this analysis method, the ß-alanine betaine expressing members of the Plumbaginaceae family have adapted to a wide variety of environments, including salt marshes and water-deficient locations, whereas glycine betaine producing members of the family have not [79].

Differential expression in amino acid metabolism pathways in response to osmotic stress and exogenous ABA was also indicated by analysis of SorghumCyc annotated pathways. The proline biosynthesis pathways contained DE genes in two out of three reactions assigned to the pathways for roots and shoots (Additional File 8). Proline is a known osmoprotectant employed by plants to enhance tolerance to abiotic stress, including drought. Proline can function as a reactive oxygen species scavenger, protect and stabilize proteins, and enhance the functions of certain enzymes (reviewed in [80-82]). In addition to the proline biosynthesis pathways, the majority of the reactions within the valine and leucine degradation pathways contain DE genes in response to exogenous ABA and osmotic stress (Additional File 8). Valine [83-86] and leucine [84-86] have been shown to accumulate in plants undergoing water stress, and their biosynthesis is auto-regulated by branched chain amino acid transferases (BCATs) as these enzymes control both the last step in biosynthesis and the first step in degradation ([86,87] and reviewed in [88]). Although we did not find differential expression of the BCAT homologs, it has been suggested that BCAT expression requires both dehydration and endogenous ABA, as exogenous application of ABA alone did not increase expression [84]. Although valine and leucine levels increase in Arabidopsis [84,86], tomato [85] and Bermuda grass [83], their turn-over rates have not been investigated. As the effect of the differential gene regulation on the accumulation of the products of the pathways, valine and leucine, is unknown, we suggest that the pathways are differentially regulated following ABA or osmotic stress treatment of sorghum tissues.

Several hormone biosynthetic pathways were also affected by exogenous ABA and osmotic stress in shoot and root tissue. Pathways for ethylene biosynthesis from methionine, gibberellin, JA, and brassinosteroid contain DE genes in 60% or more of their reactions (Additional File 8); some of these pathways also show enrichment based on Z-score pathway (Additional File 7) and GO analysis (Additional File 6), although not in every tissue/treatment combination. 

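Additional File 7 lists 13 genes in ABA-treated shoots for gibberellin biosynthesis III, of which 8 were up-regulated and 3 down-regulated, and 2 rose without passing the cutoffs. For jasmonic acid biosynthesis it lists 23 genes in PEG-treated roots (10 up, 7 down, 6 not past the cutoffs) and 21 in PEG-treated shoots (13 up, 5 down, 3 not past). For ethylene biosynthesis from methionine it lists 19 genes in PEG-treated shoots (10 up, 7 down, 2 not past). An adjusted p under 0.05 was found over all genes for 13 of the gibberellin genes, 17 and 19 of the jasmonic acid genes and 18 of the ethylene genes, and adjusted over the list alone for 13, 23, 20 and 18. The study chose these lists on these samples, so they are not independent evidence, and enrichment was not analysed here. Of all genes of the reported pathways, 171 gene and comparison pairs passed the cutoffs, a number that the exact test on base counts moved most, to 51. The brassinosteroid pathway was not analysed here.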

A relationship between water stress and ABA and GA has been reported in maize [34], soybean [33], and Arabidopsis [32,89]. Seo et al. [89] detail evidence, including increased expression of GA biosynthesis genes in the *aba2-2 *mutant, that supports possible regulation of GA metabolism by ABA, which is consistent with the differential expression of gibberellin biosynthesis genes in sorghum subjected to exogenous ABA and osmotic stress treatment.

Cytokinin degradation and conjugating pathways contain DE genes in every reaction within the pathway in all tissue/treatment samples (Additional File 8), although only roots treated with ABA or osmotic stress displayed enrichment for cytokinin conjugating pathways, and osmotically stressed shoots exhibited enrichment for cytokinin degradation by Z-score analysis (Additional File 7). 

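For cytokinins 7-N-glucoside biosynthesis, the copy of Additional File 7 used here lists 33 genes in ABA-treated roots, where the paper's table counts 41. Of the 33, 12 were up-regulated, 18 were down-regulated and 3 rose without passing the cutoffs. An adjusted p under 0.05 was found for 32 over all genes and for 33 adjusted over the list alone, a list the study chose on these samples, so this is not independent evidence.
For cytokinins degradation in PEG-treated shoots the list has 3 genes. Sb03g036160 (chromosome 3, 64199639–64203176) rose from 9.99 ± 4.08 to 195 ± 96.2 normalized reads (log2 4.24, SE 0.64, adjusted p 0.000143, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sb09g018640 (chromosome 9, 46593685–46595638) fell by log2 −1.75 (SE 0.30, adjusted p 0.000405, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost without replicate 1 and at 5X. Sb07g022530 (chromosome 7, 57125192–57128156) fell by log2 −1.25 (SE 0.44, adjusted p 0.0596, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and is called in the fit with a replicate block (log2 −1.18). Each of the 3 genes kept its direction in 3 of 3 replicate numbers. Adjusted over the list alone, 3 of them pass, and 2 over all genes.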

Several types of cytokinin conjugations, including the creation of cytokinin glucosides, can render cytokinins biologically inactive. Studies conducted in tobacco have demonstrated that while the total amount of cytokinin rose under drought stress or ABA treatment, the majority of the cytokinin pool found within the roots was in the inactive form [90,91], suggesting an inverse relationship between ABA (drought) stress and active cytokinin accumulation. The present results support this hypothesis. Arabidopsis and tobacco plants over-expressing cytokinin-degrading cytokinin oxidase/dehydrogenase genes display increased root biomass as well as increased survival rates after water deprivation [92], reinforcing the link between decreased cytokinin levels and drought tolerance.

Cross-talk between hormone pathways via associated genes is becoming a common realization in plants, especially in leaf tissue ([32,34,89] and reviewed in [93,94]). Considering a network based on SorghumCyc hormone pathways and their neighbor pathways (pathways that contain overlapping DE genes with those found in the hormone-related pathways) (Figures 5 and 6), we observe that few of the hormone pathways share overlapping DE genes. Only the brassinosteroid and JA biosynthesis pathways, and cytokinin glucoside and IAA conjugate biosynthesis pathways are directly connected via DE genes (Figures 5 and 6, squares labeled A and I, and C and H, respectively). The lack of overlapping DE genes within the hormone pathways suggests that if hormone levels are changing as a result of alterations at the transcriptional level, they do so in a non-concordinate manner. Taken together, our data support indirect 'cross-talk' between the various hormones in response to osmotic stress and ABA. As many of the pathways contain both up- and down-regulated genes often in equal number (Figures 5 and 6; white circles and squares), the effect of differential gene expression on the pathway outputs cannot be predicted from the present results.

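In ABA-treated roots, the 21 genes listed for gibberellin biosynthesis III split into 9 up-regulated and 12 down-regulated, and those for gibberellin biosynthesis IV into 10 and 11. The 20 genes listed for gibberellin biosynthesis I and for II each split into 9 and 11. All 21 of the first list had an adjusted p under 0.05 over all genes and adjusted over the list alone. For ethylene biosynthesis from methionine in ABA-treated shoots, 12 of 26 listed genes were up-regulated, 10 down-regulated and 4 not past the cutoffs. Of these 26, 23 had an adjusted p under 0.05 over all genes and 26 adjusted over the list alone. The study chose the lists on these samples, so they are not independent evidence.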

**Figure 5:**
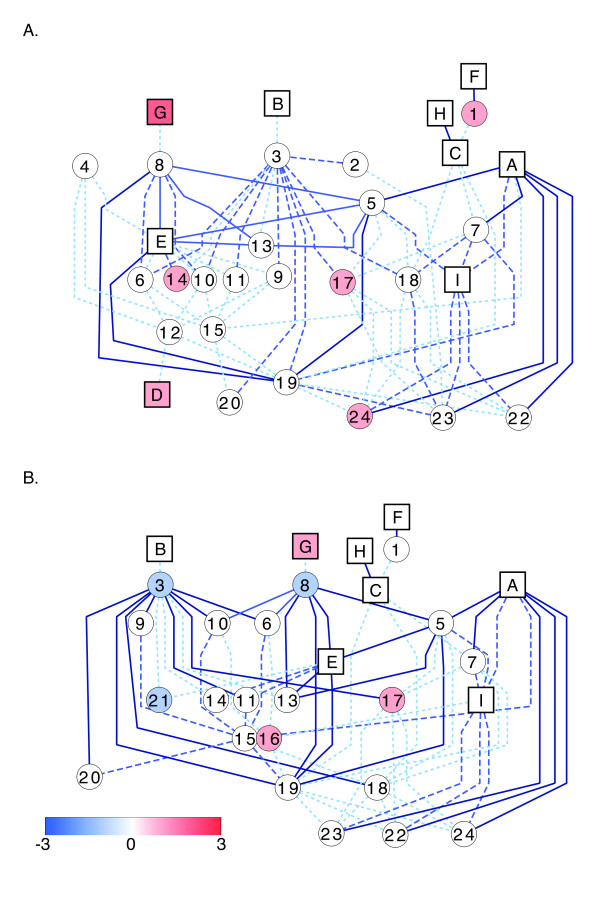
**Networks of hormone pathways in ABA-treated plants**. Networks were created considering the shortest paths connecting each hormone-related pathway to another hormone-related pathway in shoots (A) and roots (B). Hormone-related and non-hormone-related pathways are denoted as squares and circles, respectively, and are shaded based on the number of genes up-regulated within the pathway minus the number of genes down-regulated. Pathways that contain equal numbers of up- and down-regulated genes are white. Edges connecting the pathways occur only when differentially expressed genes are in common between the two pathways. Dark blue solid lines, blue long-dashed lines, and light blue short-dashed lines denote ≥10, 6-9, ≤5 DE genes, respectively, in common between the pathways. Pathway names are as follows: A, brassinosteroid biosynthesis; B, cytokinins degradation; C, cytokinins glucoside biosynthesis; D, ent-kaurene biosynthesis; E, ethylene biosynthesis from methionine; F, gibberellin biosynthesis; G, gibberellin inactivation; H, IAA conjugate biosynthesis; I, jasmonic acid biosynthesis; 1, anthocyanin biosynthesis; 2, ascorbate biosynthesis; 3, betanidin degradation; 4, Calvin cycle; 5, dTDP-L-rhamnose biosynthesis; 6, fructose degradation to pyruvate and lactate; 7, galactose degradation; 8, γ-glutamyl cycle; 9, gluconeogenesis; 10, glycolysis; 11, methionine biosynthesis; 12, oleoresin sesquiterpene volatiles biosynthesis; 13, oxidative ethanol degradation; 14, phenylalanine biosynthesis; 15, phenylpropanoid biosynthesis; 16, ribose degradation; 17, starch biosynthesis; 18, sucrose degradation; 19, sucrose degradation to ethanol and lactate; 20, threonine biosynthesis from homoserine; 21, triacylglycerol degradation; 22, UDP-galactose biosynthesis; 23, UDP-glucose conversion; 24, UDP-N-acetylgalactosamine biosynthesis.

**Figure 6:**
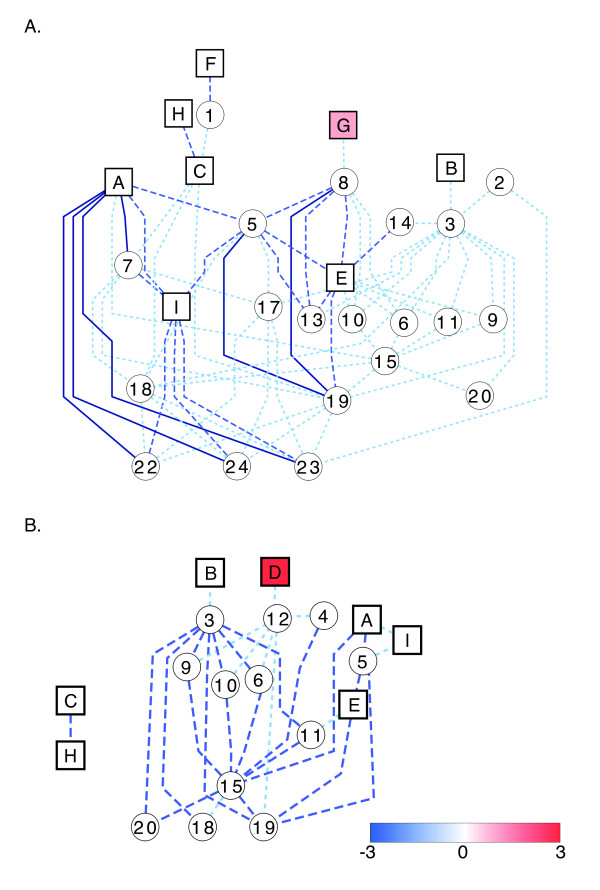
**Networks of hormone pathways in PEG-treated plants**. Networks were created considering the shortest paths connecting each hormone-related pathway to another hormone-related pathway in shoots (A) and roots (B). Hormone-related and non-hormone-related pathways are denoted as squares and circles, respectively, and are shaded based on the number of genes up-regulated within the pathway minus the number of genes down-regulated. Pathways that contain equal numbers of up- and down-regulated genes are white. Edges connecting the pathways occur only when differentially expressed genes are in common between the two pathways. Dark blue solid lines, blue long-dashed lines, and light blue short-dashed lines denote ≥10, 6-9, ≤5 DE genes, respectively, in common between the pathways. Pathway names (A-I and 1-24) are denoted as in Figure 5.

### Defense Pathways are Regulated by ABA and Osmotic Stress in Shoots

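For the 13-LOX and 13-HPL pathway, Additional File 7 lists 5 genes in ABA-treated and 6 in PEG-treated shoots. The same genes are listed for divinyl ether biosynthesis II. All listed genes passed the cutoffs in their comparison, with an adjusted p under 0.05 for 5 and 6 over all genes and for 5 and 6 adjusted over the list alone. The study chose the list on these samples, so it is not independent evidence.
Sb01g011050 (chromosome 1, 9936792–9941610) rose by log2 2.36 with ABA (SE 0.24, adjusted p 7.56e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.65 with PEG (SE 0.23, adjusted p 6.36e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sb03g042440 (chromosome 3, 69832398–69836229) rose by log2 3.10 with ABA (SE 0.44, adjusted p 4.36e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.56 with PEG (SE 0.43, adjusted p 0.000395, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sb01g011030 (chromosome 1, 9916989–9920932) rose by log2 1.91 with ABA (SE 0.39, adjusted p 0.0014, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.82 with PEG (SE 0.39, adjusted p 0.00321, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both calls were lost without replicate 3. Sb06g031350 (chromosome 6, 59743518–59747237) rose by log2 1.28 with ABA (SE 0.29, adjusted p 0.00318, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.22 with PEG (SE 0.29, adjusted p 0.00627, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and these calls too were lost without replicate 3.
Sb03g042450 (chromosome 3, 69862860–69866418) rose with PEG by log2 1.29 (SE 0.22, adjusted p 0.00053, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 1, and had a log2 fold change of 0.25 with ABA (SE 0.22, adjusted p 0.455, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sb08g023120 (chromosome 8, 55269624–55273080) fell by log2 −1.28 with ABA (SE 0.23, adjusted p 0.000387, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.35 with PEG (SE 0.23, adjusted p 0.000374, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each change had its direction in 3 of 3 replicate numbers. The pairs on chromosomes 1 and 3 are neighbouring lipoxygenase genes, and if their sequences are alike, reads of one could have been counted for the other or lost, so their separate values are uncertain.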

The 13-lipoxygenase (13-LOX) and 13-HPL pathways as well as the divinyl ether biosynthesis II pathway were enriched in DE genes in shoots following treatment with either ABA or osmotic stress (Additional File 7). In plants, the most common LOX substrates, linoleic and linolenic acids, are converted into a variety of bioactive mediators involved in plant defense, senescence, seed germination, and plant growth/development ([95,96] and reviewed in [97-99]). ABA is also found to increase 13-LOX genes in maize leaves [100], supporting a common role for the 13-LOX pathways in ABA and osmotic stress response in maize and sorghum. Two 13-LOX genes in maize have been characterized and display distinct transcriptional patterning in response to ABA as exhibited by differing peak response times, as well as induction of only one of the genes in response to cold, a stress response in which ABA plays a role [100]. GO analysis revealed enrichment for DE genes in defense response, and abiotic stresses including heat, osmotic, and reactive oxygen species (Additional File 6) for both 27 hr ABA- and osmotic stress-treated shoots. In Arabidopsis [101], a shift towards a general abiotic stress response was also observed 6+ hrs after stress induction in shoot tissues similar to what we observe in sorghum.

### ABA and Osmotic Stress Treatments Mimic Root Disease Response

Examination of GO categories displaying DE genes in roots in response to ABA or osmotic stress revealed a series of pathways that have been implicated in a plant's response to pathogen attack [102-107]. GO categories enriched in up-regulated DE genes in osmotically stressed roots and down-regulated in ABA-treated roots included cell wall modification and cell growth, response to nitrate, JA stimulus, SA stimulus, and hypersensitive response. By comparison, the GO category hydrogen peroxide catabolism was enriched for genes down-regulated in osmotically stressed and ABA-treated roots (Additional File 6). Cell wall modification and oxidative stress response has been suggested to be regulated by JA [106], and JA treatment has been shown to decrease the transcriptional activity of genes which respond to ABA leading to an antagonistic relationship between the two hormones [106]. Salicylic acid and ABA have antagonistic roles in plant defense ([104,105] and reviewed in [107]); SA is induced in plants under pathogen attack, and the ABA biosynthetic pathway is induced in the plant by the pathogen to reduce plant response (reviewed in [107]). Salicylic acid and JA enhance biotrophic and necrotrophic resistance, respectively, with possible cross-talk between the two hormones (reviewed in [102,107]). Salicylic acid, JA, and ABA are complexly related in pathogen response, which is normally accompanied by an oxidative burst of reactive oxygen species (ROS) (reviewed in [102,103]). Peroxides are considered to be pathogen responsive and remove hydrogen peroxide from the cell (reviewed in [103]). Intriguingly, they also increase cell wall rigidity by cross-linking cell wall components (reviewed in [103]). It remains to be determined whether the GO categories highlighted in this cascade of events are solely due to a side effect of altered hormone levels due to osmotic stress or are part of a survival mechanism activated in water-limited conditions.

### Remodeling and Growth in PEG-Treated Roots

A number of GO categories involved in growth and remodeling exhibited specific enrichment in roots following osmotic stress treatment. For example, up-regulated genes in PEG-treated roots were enriched in the GO categories for nodulation and regulation of epithelial cell differentiation, whereas down-regulated genes were enriched in the GO categories of lateral root development and nitrate transport (Additional File 6). These results support a well-established role for root remodeling in response to osmotic stress [108-110]. Genes down-regulated in response to osmotic stress display enrichment for auxin efflux, phosphate transport, and lateral root development (Additional File 6). Low phosphate increases lateral root development and reduces primary root elongation through altered auxin distribution [111-116], suggesting an alteration in root architecture in osmotic-stressed roots. 

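Additional File 7 lists 21 genes of cytokinins 7-N-glucoside biosynthesis in PEG-treated roots, and the 9-N- and O-glucoside pathways list 21 genes with the same outcome. Of the 21, 10 were up-regulated, 6 were down-regulated and 5 did not pass the cutoffs. In total 12 rose and 9 fell. An adjusted p under 0.05 was found for 16 of the 21 over all genes and for all 21 adjusted over the list alone, a list the study chose on these samples, so it is not independent evidence.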

Enhanced root growth and drought tolerance were associated with reduced cytokinin levels in Arabidopsis and tobacco [92], and we observed enrichment for cytokinin glucoside biosynthesis in roots treated with PEG (Z-score > 3; Additional File 7), suggesting that osmotic stress may play a role in root remodeling and growth in sorghum.

### Transcriptional Regulation of Differentially Expressed Genes

ABA-responsive elements (ABREs) [117], dehydration-responsive elements (DREs) [118], and low-temperature-responsive elements (LTRE) [119,120] are known to regulate gene expression in response to ABA, drought, and cold stress, respectively. Given that genes in our DE lists were alternatively expressed due to the presence of ABA or osmotic stress, we searched 1000 bp upstream of all sorghum genes for the presence of *cis*-acting elements found within PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) [121,122] and PLACE (http://www.dna.affrc.go.jp/PLACE/index.html) [123,124], and highlighted those elements that are known to be involved in ABA and drought response and those that support the models of gene interaction supported by our GO and SorghumCyc analysis.

Transcription factor analysis revealed that the AP2-EREBP TF family is over-represented in DE genes from shoots following ABA treatment (p-value < 0.02). 

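In the copy of Additional File 3 used here, the list of ABA-treated shoots holds 15 AP2-EREBP genes. It gives 12 as up-regulated, of which 7 passed the cutoffs here, and 3 as down-regulated, of which 2 passed. Each of the 15 changed in the listed direction. An adjusted p under 0.05 was found for 11 over all genes and for 15 adjusted over the list alone, a list the study chose on these samples, so it is not independent evidence. Over-representation was not analysed here.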

The AP2-EREBP TF family consists of several subgroups including dehydration-responsive element binding proteins (DREBs), ethylene response factors (ERFs), APETELA2 (AP2)-related proteins, as well as those related to ABI3/VP1 (RAVs), which contain both AP2 and B3 motifs (reviewed in [125]). Genes up-regulated in shoots following ABA-treatment are also enriched for *cis*-elements including the dehydration-responsive elements DRE2COREZMRAB17 and DRECRTCOREAT, as well as RAV1BAT, a binding site for RAV1, a member of the AP2-EREPB TF (Additional File 9). AP2-EREBP TF family members play roles in response to both hormones (ABA) and drought stress (reviewed in [125]), and our *cis*-element enrichment analysis supports similar claims in sorghum.

Sugar-repressive motifs were enriched in genes down-regulated in shoots by ABA and osmotic stress (Additional File 9). Sugar production increases in Arabidopsis, rice and other plants exposed to osmotic stress (reviewed in [74,126-130]), and enrichment of sugar-repressive motifs in genes down-regulated by osmotic stress is consistent with this observation.

Although several of the same *cis*-elements are enriched across all samples, few transcription factors are highly expressed in common between roots and shoots after exogenous ABA- and osmotic stress treatment. 

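Sb09g006050 and Sb10g021800 were up-regulated in all 4 comparisons, 3 of the other genes of the set named below in 3 comparisons and 1 in 1 comparison. Over the 24 tests of these 6 transcription factors, 19 had an adjusted p under 0.05 over all genes and 21 adjusted over the list alone, a list the study chose on these samples, so that this is not independent evidence.
Sb09g006050 (chromosome 9, 8731871–8733975) rose by log2 3.93 in ABA-treated roots (SE 0.34, adjusted p 2.36e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.86 in ABA-treated shoots (SE 0.34, adjusted p 1.67e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.69 in PEG-treated roots (SE 0.31, adjusted p 0.00159, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.01 in PEG-treated shoots (SE 0.33, adjusted p 3.84e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sb10g021800 (chromosome 10, 48428314–48429829) rose by log2 4.85 (SE 0.45, adjusted p 5.85e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.03 (SE 0.48, adjusted p 0.000135, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.75 (SE 0.42, adjusted p 0.0108, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.73 (SE 0.49, adjusted p 3.13e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the same order. In PEG-treated roots the first was not called without replicate 1 and the second not without PEG roots replicate 3 (log2 1.02).
Sb04g034190 (chromosome 4, 64030238–64034302) passed in 3 comparisons and had a log2 fold change of 0.98 in PEG-treated roots (SE 0.26, adjusted p 0.0212, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just below the fold change cutoff. Sb03g033750 (chromosome 3, 61998138–61999031) passed in 3 comparisons, and in ABA-treated shoots it had 0.99 (SE 0.57, adjusted p 0.231, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sb03g003100 (chromosome 3, 3188253–3189820) passed in 3 comparisons, and in PEG-treated roots it had 1.00 (SE 0.49, adjusted p 0.268, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sb03g003110 (chromosome 3, 3207828–3209693) passed in ABA-treated roots alone (log2 1.45, SE 0.47, adjusted p 0.0226, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold changes were 1.05 in ABA-treated shoots (SE 0.47, adjusted p 0.123, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.50 in PEG-treated roots (SE 0.47, adjusted p 0.0581, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.97 in PEG-treated shoots (SE 0.48, adjusted p 0.173, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit with a replicate block, Sb03g003110 was also called in ABA-treated shoots and PEG-treated roots. All 6 genes rose in each of the 4 comparisons in 3 of 3 replicate numbers. The number of them called in all 4 was 6 with a common-dispersion exact test, 0 with that test on base counts, chosen after seeing the data, 0 without replicate 1 and 1 without PEG roots replicate 3.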

A small set of 6 TFs are up-regulated in all tissue/treatment combinations that include bZIP - Sb04g034190; C3H - Sb09g006050, Sb03g003110; HSF - Sb03g033750, Sb10g021800; and MYB-related - Sb03g003100 (Additional File 3). ABF2 (AREB2), the Arabidopsis homolog of Sb04g034190 (Additional File 3), is up-regulated in response to drought [131] and ABA-treatment and plays a role in glucose response as well as salt, heat, and oxidative stress tolerance [132]. *At*OZF1 (At2g19810) is the homolog to both Sb09g006050 and Sb03g003110 (Additional File 3) and *AtOZF1 *mRNA accumulation is enhanced when seedlings are exposed to ABA, salt, and hydrogen peroxide [133]. *At*OZF1 has recently been shown to localize in or attach to the plasma membrane and improve oxidative stress resistance by enhancing the transcription of cytosolic *ASCORBATE PEROXIDASE 1 *(*APX1*) and *GLUTATHIONE S-TRANSFERASE TAU 5 *(*AtGSTU5*), two antioxidant enzymes [133]. The functions of homologs to Sb03g033750, Sb10g021800, and Sb03g003100 have not been investigated.

Combining information from PlnTFDB [134,135], PlantTFDB [136-138], and GrassTFDB [139], sorghum contains 79 TF families and 2202 unique genes, 95 of which are assigned to more than one TF family. 

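Of 101 transcription factor genes in the list of genes raised in ABA-treated roots, 92 passed the cutoffs here. The list of lowered genes is held only in part, and all 26 transcription factor genes in that part passed. In ABA-treated shoots the copy of Additional File 3 lists 56 raised and 46 lowered transcription factor genes, of which 44 and 39 passed. In the lists other than the partial one, an adjusted p under 0.05 was found over all genes for 96, 49 and 39 genes, and adjusted over the list alone for 99, 53 and 46. The study chose the lists on these samples, so they are not independent evidence.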

In examining specific tissue/treatment combinations, ABA-treated roots displayed the greatest change in TFs with expression of 101 up-regulated and 112 down-regulated genes (Additional File 3). Approximately 50% of the differentially expressed TFs, whether up- or down-regulated, were specific for a given tissue/treatment combination (Additional File 3). The AP2-ERF family of TFs is the most altered in expression when sorghum seedlings are exposed to ABA or osmotic stress (data not shown). This family of TFs has been shown to respond to a diverse array of biotic and abiotic stresses in rice [140]. Furthermore, the overexpression of members of this TF family in rice [141], *Trifolium alexandrinum L. *[142], and tobacco [143] resulted in an increased tolerance to salt and drought in transgenic plants.

### Gene Products of Unknown Function across Plant Species are Differentially Expressed in Response to Abiotic Stress

Given the advances in genomic technology platforms, the unique ability to compare transcriptomes across several species can be exploited to cross-reference information concerning genes and gene function. Lists of alternatively expressed genes in rice [24,26,144,145], maize [30], and Arabidopsis [13,15,17] under various forms of drought stress have been published. Many of these DE genes were of unknown function. We hypothesize that orthologs exist between genes of unknown function across species, and that a subset of these orthologs will be differentially expressed in response to abiotic stress. We compared orthologs of sorghum, rice, maize, and Arabidopsis (http://www.gramene.org) [146], cross-referenced published drought-responsive species-specific gene lists [13,17,26,30,144,145], and identified genes of unknown function (Figure 7A). We were interested in genes of unknown function that respond differentially under osmotic stress and therefore did not filter our results based on directionality of the gene expression in response to drought as the published gene lists were created under various severities of drought [30], using different technologies [13,17,26,30,144,145], and the species considered respond differently to water-limited conditions. 

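Of the genes listed in the copy of Additional File 10 used here, 48 of 51 with a rice ortholog, 69 of 79 with a maize ortholog and 155 of 183 with an Arabidopsis ortholog passed the cutoffs in at least 1 comparison. The paper counts 82 maize genes. Together these lists hold 273 genes, of which 236 passed. ABA-treated roots held the most calls of the 4 comparisons, with 33, 46 and 111 genes in this order. ABA-treated shoots held 19, 25 and 51, PEG-treated shoots 17, 24 and 37 and PEG-treated roots 10, 14 and 24. Over the 1084 tests of these genes in the 4 comparisons, an adjusted p under 0.05 was found for 460 over all genes and for 553 adjusted over the list alone. The study chose the genes from lists made on these samples, so these counts are not independent evidence.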

When sorghum DE gene lists were compared with the sorghum orthologs of published drought responsive gene lists from rice, maize, and Arabidopsis, we discovered 51, 82, and 183 genes, respectively, of unknown function that were drought responsive (Figure 7B and Additional File 10). 

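Sb01g045990 (chromosome 1, 69072688–69075432) passed the cutoffs in ABA-treated roots alone, where it rose from 156 ± 10.9 to 334 ± 32.9 normalized reads (log2 1.10, SE 0.25, adjusted p 0.00162, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 3. Sb03g005990 (chromosome 3, 6109336–6114267) rose by log2 1.03 in ABA-treated roots (SE 0.16, adjusted p 3.95e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 1, and by 1.58 in PEG-treated shoots (SE 0.16, adjusted p 2.06e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ABA-treated shoots and PEG-treated roots it had log2 fold changes of 0.65 (SE 0.16, adjusted p 0.00724, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.57 (SE 0.16, adjusted p 0.0312, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the fold change cutoff. These changes had their direction in 3 of 3 replicate numbers. The orthologs in other species were not analysed here.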

Two sorghum genes, Sb01g045990 and Sb03g005990, and their orthologs were differentially expressed in all four species (Figure 7B and Additional File 10).

**Figure 7:**
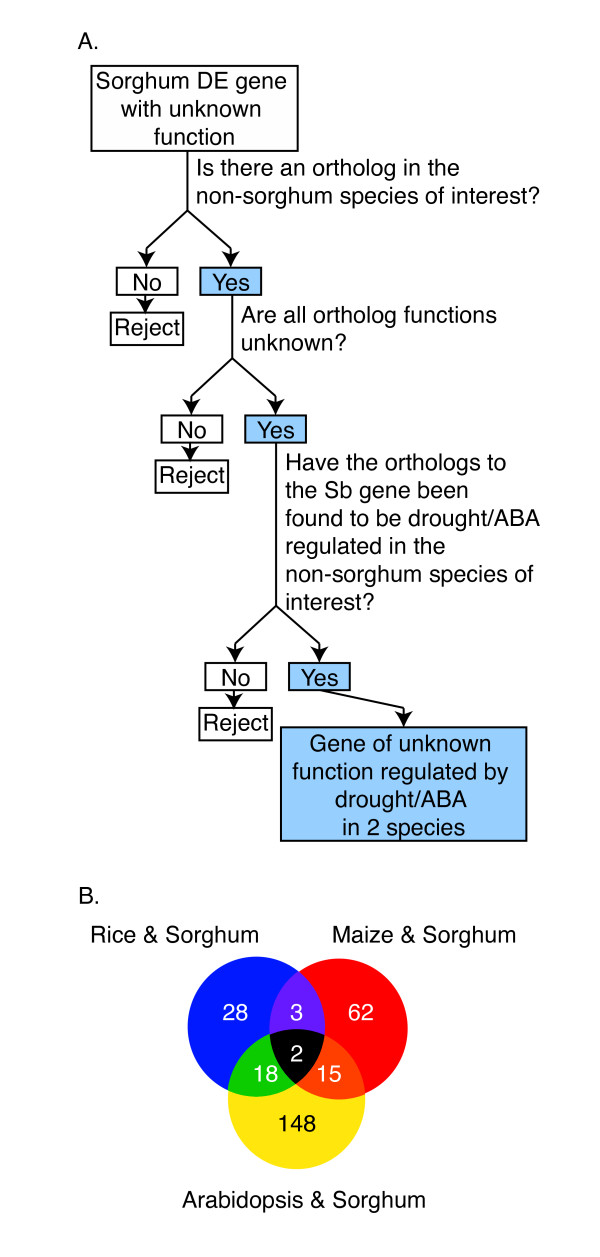
**Determining the genes of unknown function that respond to drought or ABA treatment across species**. Decision tree used to determine which genes and their orthologs were regulated by drought/ABA across different species (A). For each sorghum gene, the tree was traversed 3 times; once for each non-sorghum species: rice, maize, Arabidopsis. Venn diagram displaying the overlap of drought-responsive sorghum genes of unknown function that had drought-responsive orthologs of unknown function in other species (B). Each gene is found in 2 or more species.

To investigate these DE genes further, we searched for stress-responsive *cis*-acting promoter elements by scanning 1000bp upstream of orthologous genes. The 51 sorghum genes orthologous to unknown rice genes responsive to drought were enriched for ABREs and CGTCA-motifs; motifs that are involved in responses to ABA [147] and methyl jasmonate [148], respectively (Additional File 11). The promoters from the rice orthologs show enrichment for both SORLIP1AT and ABRE motifs (Additional File 12). The 183 drought-responsive sorghum genes with drought-responsive orthologs of unknown function in Arabidopsis are enriched for Box S, involved in the wounding and pathogen response [149], CCAAT-box motifs, possible binding sites for MYB proteins [150], and ABREs (Additional File 11). The promoters for the Arabidopsis orthologs are enriched for a circadian clock motif, which is involved in circadian mRNA accumulation [151] (Additional File 12). The 82 sorghum genes with orthologs in maize with unknown function and responsiveness to drought are enriched in ABREs, Box S, DRECRTCOREAT, a dehydration responsive element [152,153], as well as, CBFHV and LTRECOREATCOR15 [119,120], which are both involved in low temperature response (Additional File 11). The corresponding maize ortholog promoters are enriched for the TGA-1 motif, a known auxin-responsive element [154,155] (Additional File 12). Due to the conservation of these presently unknown gene products, our results suggest that these elements play an important and ecologically conserved role in the response to water-limiting environments.

## Conclusions

The present study demonstrates the value of whole-genome transcriptome analysis generated by RNA-Seq for accurate quantification of gene expression on a genome-wide scale. Through mapping more than 689.5 million sequence reads, we established transcriptome data sets for sorghum subjected to osmotic stress, exogenous ABA, or control conditions. Moreover, mined in parallel with existing RNA-Seq resources from other species, this expression compendium provides a powerful resource for cross-species comparisons of gene expression and function. Thus, our initial analysis provides insight into how osmotic stress and hormonal treatment alter gene expression in this drought-tolerant cereal species, and has facilitated an initial assemblage of *cis*-regulatory elements and transcription factors working in union to alter gene expression in response to these conditions.

Concomitantly, we expanded on the previous sorghum cDNA-array differential gene expression study of Buchanan et al. [31] by examining the expression of all annotated protein and non-coding genes, while concomitantly refining the methodology used to quantify gene expression. Sequencing of the sorghum genome [43] and development of SorghumCyc allowed for exploration of differentially expressed pathways, and an initial glimpse into the intricate involvement of metabolic pathway cross-talk in the cellular response to abiotic stress. The sorghum RNA-Seq data set represents a community-wide resource that will allow scientists to query gene expression and annotation, and provides an initial look at the cascade of global gene expression patterns that occur in response to water-limiting environments.

## Methods

### Plant Materials and Growth Conditions

Seeds of *Sorghum bicolor *genotype BTx623 were germinated by soaking in distilled, aerated water overnight, and then transferred to moist germination paper for 3 days. The seedlings were then transferred to 0.5× Hoagland's solution and allowed to grow for an additional 5 days in a controlled environment chamber with a day length of 12 hrs, 50% humidity, and day/night temperatures of 31°C/22°C, respectively. At 8 days, the plants were treated with 20 μM ABA ((+/-)-*cis*, *trans*-abscisic acid (Sigma, St. Louis, MO) dissolved in NaOH), 57.1 μM NaOH (control for ABA treatment), 20% PEG-8000 (Sigma, St. Louis, MO), or milliQ water (PEG control) by adding these solutions to the Hoagland's solution for 27 hours; a time point chosen to mimic the parameters of Buchannan's treatment of the plants prior to cDNA microarray analysis [31].

Three groups of 10 plants each were harvested post-treatment as paired shoots and roots; the roots and shoots sequenced in each run are two parts from the same plants. Shoot and root tissue were quickly divided at the residual seed coat, flash frozen in liquid N_2 _and stored at -80°C until used for RNA extraction. The hydroponic experiment was conducted three times over the course of several months in this manner with each experiment representing one biological replicate.

### RNA Extractions and Pooling

Total RNA was extracted using the miRNEasy kit (Qiagen, Valencia, CA) from paired shoot/root samples; one sample per bucket per treatment per hydroponic experiment (Figure 1). Three equimolar RNA samples for a particular treatment from a single hydroponic experiment were combined and used to prepare cDNA for RNA-Seq analysis as described below.

### RNA-Seq cDNA Preparation

cDNA was generated using the RNA-Seq kit according to the manufacturer's protocol (Illumina Inc., San Diego, CA). In short, poly-A RNA was isolated from total RNA and chemically fragmented. First and second strand synthesis were followed by end repair, and adenosines were added to the 3' ends. Adapters were ligated to the cDNA and 200 ± 25 bp fragments were gel purified and enriched by PCR. cDNA was quantified using the Qubit BroadRange Assay (Invitrogen, Carlsbad, CA), checked on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) and run on the Illumina GAIIx Sequencer (Illumina Inc.) using version 4 reagents. Single-read sequences of length 51 bp were collected and have been deposited in GEO (GSE30249).

### Analysis of RNA-Seq Sequences

Base calling on the GAIIx was performed by Illumina's Real Time Analysis (RTA) software to produce sequence files that were used for alignment and the determination of gene counts. Sequences were trimmed to 50 bp and aligned to the sorghum genome (sbi1 downloaded from ftp://ftp.jgi-psf.org/pub/JGI_data/phytozome/v6.0/Sbicolor/assembly/) using the ELAND_rna algorithm and raw counts per gene returned using CASAVA v1.6 software according to the Illumina CASAVA1.6 User Guide. ELAND (Efficient Large-Scale Alignment of Nucleotide Databases) searches a set of large DNA files for a large number of short DNA reads allowing up to 2 errors per match. ELAND_rna required additional files to analyze RNA sequencing data including an abundant sequences file that contained sorghum chloroplast, mitochondria and repeat sequences, an exon coordinates file and a splice junctions file (these last two files were generated from Sbi1.4.gff3 downloaded from ftp://ftp.jgi-psf.org/pub/JGI_data/phytozome/v6.0/Sbicolor/annotation/ using a combination of custom perl scripts and those provided with the CASAVA v1.6 package). All of the sorghum files necessary for alignment and determination of gene counts using the CASAVA V1.6 software are available upon request. edgeR [48-50] was used to simultaneously quantile normalize the raw counts for each run due to an upgrade to the Illumina RTA software (from v1.5 to v1.6) that resulted in higher sequence counts for our third biological replication. Quantile normalization for all Illumina runs was conducted once to allow for comparison across all samples, as described below. The raw counts from the output of CASAVA v1.6 were given to the edgeR package (version1.4.7) in R [48-50] and quantile normalized together within edgeR functions. edgeR finds changes between two or more groups when either or both groups contain replicates, by using a negative binomial distribution model and estimating genewise dispersions based on conditional maximum likelihood [48-50]. In edgeR, an appropriate object (d) was created by calling the DGEList function parameters as follows: counts = matrix of raw counts, group = list of order of columns in counts, lib.size = NULL, remove.zeros = TRUE. A common dispersal of the counts was rendered using the estimateCommonDisp function on the previously made object (d). Next, analysis was performed on the desired pairs using the exactTest function (de.com). The genes found to be differentially expressed and with a p-value of less than 0.01 were retrieved using the function topTags; parameters used were de.com and n = sum(de.com$table$p.value < 0.01)). Taking into consideration the 3 biological replicates for the pairs of samples (i.e. treatment and control), edgeR returned a list of differentially expressed genes, which were then filtered for a p-value adjusted by multiple-hypothesis testing of less than 0.05. Gene list results were filtered for genes with a median sequencing depth of 2X in at least one of the two samples compared (i.e. control or treatment) and a log_2_-fold change of ≥ 1 or ≤ -1. Gene counts were not normalized for gene length, as we did not compare expression levels across genes, but rather expression across treatments.

### Determination of Read Depth Cutoff Value for Differential Gene Expression

Trends in the data were examined to identify an appropriate cutoff value for determination of differential gene expression. 

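Of the genes with at least 1 aligned base in the median library of a group, 41.6% (NaOH shoots) to 43.4% (ABA roots) had 5001 to 50000 aligned bases. The deposited counts are bases of 50-base reads, so this bin holds genes with about 100 to 1000 reads. A depth of 10X to 50X, as aligned bases per base of exon, was reached by 26.8% of detected genes in H2O shoots, the lowest share, and by 31.7% in PEG roots, the highest. These depths are not scaled for library size.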

Approximately 40% of all expressed sorghum genes had between 5,001-50,000 mapped RNA-Seq reads (Additional File 13), and ~30% were sequenced to a depth of 10-50X (Table 2). The distribution of read depth per gene was comparable across all runs with >80% of transcriptionally active genes having more than 500 read counts (Additional File 13). 

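More than 500 aligned bases in the median library were counted for 84.2% of detected genes in ABA roots, 84.0% in PEG roots, 84.1% in H2O roots and 83.9% in NaOH roots. In shoots the shares were 82.2% with ABA, 82.7% with PEG, 81.8% with H2O and 82.5% with NaOH. Counted in reads in place of bases, more than 500 were found for 24.1% (H2O shoots) to 28.7% (PEG roots) of detected genes.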

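A median depth of at least 2X over the 3 libraries was reached by 20181 genes in at least 1 of the 8 groups and by 12838 genes in every group. In at least 1 root group 18421 genes reached it, and in at least 1 shoot group 17206. The depth used here is the deposited number of aligned bases per base of exon. The number of genes was 20343 with the mean of 3 libraries in place of the median and moved most at 5X, to 17007. The paper's number for at least 1 tissue and treatment at 2X is lower than all of these and higher than the 12838 genes of every group. The cause of this difference was not tested.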

At a read depth of 2X, 13,964 genes were expressed in at least one tissue/treatment combination (data not shown). 

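A median depth above 0 in at least 1 group was found for 26466 genes. In 9010 of them the median lay between 0.5X and 2X in at least 1 group, and 2971 of these reached 2X in no group, 11.2% of the genes with a median depth above 0.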

Of the 26,466 annotated gene models detected in the present study with median sequencing depth of greater than zero (i.e. read counts for a gene were 0 for at most 1 run), 2,971 were expressed at a median read depth of less than 2X but greater than 0.5X in at least one tissue/treatment combination (data not shown). Thus ~11.2% of the sorghum genes detected in this study either exhibit low expression in the present experimental conditions tested or represent background signal in the RNA-Seq method. Therefore, to minimize false positives while retaining genes of lower expression, a 2X median read depth cutoff in one of the two samples being compared (i.e., ABA-treated vs. NaOH-treated) was chosen for examination of differential gene expression.

**Table 2:** Number of Gene Models Binned by Median Sequencing Depth Cut-off

	**0x SD^a^**	**≤ 1x SD**	**1x < SD ≤ 2x**	**2x < SD ≤ 5x**	**5x < SD ≤ 10x**	**10x < SD ≤ 50x**	**> 50x SD**
	
ABA-Treated Roots	10004	5136	2026	3599	3816	7542	2022
NaOH-Treated Roots	9943	5158	2110	3625	3694	7547	2068
PEG-Treated Roots	9674	5154	1987	3620	3792	7753	2165
H_2_O-Treated Roots	9925	5189	2115	3627	3673	7558	2058
ABA-Treated Shoots	10639	5695	2072	3641	3784	6424	1890
NaOH-Treated Shoots	10462	5642	2053	3553	3736	6625	2074
PEG-Treated Shoots	10033	5465	2058	3533	3776	7249	2031
H_2_O-Treated Shoots	10794	5800	2060	3647	3804	6251	1789

^a^SD denotes sequencing depth calculated as the total number of bases mapped to a gene (exons only) divided by total gene (exon) length.

### qPCR Validation

For each sample, 10 μg total RNA was treated with Turbo DNA-*free *(Ambion, Austin, TX), 1 μg of which was reverse transcribed in a 20 μL volume using 200 units SuperScript III (Invitrogen) primed with random hexamers. The resulting cDNA was diluted to 200 μL with water. Gene-specific primers were designed to span the last exon of the transcript using Primer3 software (http://frodo.wi.mit.edu/primer3/). Quantitative real time PCR was carried out in triplicate using the ABI Prism 7900HT Sequence Detection System on 1 μL diluted cDNA, *Power *SYBR Green PCR Master Mix (Applied Biosystems, Carlsbad, CA) and primers at a final concentration of 0.05 μM each. Primer sequences are contained in Additional File 5. The 18S primers and probe (TaqMan Ribosomal RNA Control Reagents kit, Applied Biosystems) were used at a final concentration of 0.025 μM, with 1 μL diluted cDNA and TaqMan Universal PCR Master Mix (Applied Biosystems). PCR conditions were 2 min at 50°C and 10 min at 95°C followed by 47 cycles of 95°C for 15 sec and 60°C for 1 min and the dissociation period of 95°C for 15 sec, 60°C for 15 sec and 95°C for 15 sec. DNA amplification was monitored in real time using ABI Prism 7900HT Sequence Detection System software (v2.2). Amplification of 18S rRNA was monitored as an endogenous control that was used to normalize template amounts. Control reactions in which reverse transcriptase was omitted did not give amplification signals above the threshold.

### SorghumCyc Pathway Enrichment Analysis

SorghumCyc is a pathway/genome database that integrates genomic information with experimentally elucidated and electronically derived functional annotations to infer metabolic pathways in sorghum [146]. Using Z-score statistics, a method to determine how many standard deviations a given observation is from the standard mean, we performed an enrichment analysis on SorghumCyc data (ftp://ftp.gramene.org/pub/gramene/pathways/sorghumcyc (ver 1.0 beta)). Data were filtered such that gene models thought to occur on the sorghum scaffolds (name format Sb###s######) were removed. The Z-score was calculated as the quantity of the number of observed counts minus the expected counts, divided by the square root of the standard deviation of the expected counts for each pathway. The observed counts are defined as the number of DE genes within a pathway. The expected counts are determined by multiplying the number of genes in the DE gene list of interest by the number of genes within the pathway of interest and dividing this value by the number of unique genes in the collection of all pathways. SorghumCyc pathways were considered significantly enriched if the following criteria were met: Z-score ≥ 2, p-value ≤ 0.05, and the expected number of genes for a family > 1. Pathways within SorghumCyc are conveniently broken into reactions using data from SorghumCyc source files (*i.e.*, pathways.dat, reactions.dat, enzrxns.dat, proteins.dat, and genes.dat). The ratio of reactions in a given pathway containing DE genes divided by the number of reactions within the pathway was then determined and considered an alternate method for determining possible pathway regulation.

### GO Enrichment Analysis of Differentially Expressed Gene Sets

GO enrichment was determined using the goseq package [156] in R using annotations from agriGO (http://bioinfo.cau.edu.cn/agriGO/) [157]. The agriGO genes-GO annotation pairs were filtered such that gene models thought to occur on the sorghum scaffolds (name format Sb###s######) were removed; gene models were condensed by removing the number trailing the "." and retaining only unique gene-GO annotation pairs. Each unique gene within a GO category was allowed to contribute to the enrichment of that category, regardless of the number of categories it is annotated to. goseq compensates for selection bias (i.e. length of the genes within different categories) and determines significance based on an extension of the hypergeometric distribution (Wallenius non-central hypergeometric distribution) [156]. Categories were considered significant if the p-value ≤ 0.05.

### Transcription Factor Analysis

Transcription factor information and protein sequences were downloaded from PlnTFDB (http://plntfdb.bio.uni-potsdam.de/v3.0/) [134,135]. The protein sequences were blasted against the sorghum genome to determine the JGI accepted gene identification; the top hits with e-value less than 0.1 were retained. Transcription factors from PlnTFDB were combined with those from PlantTFDB (http://planttfdb.cbi.pku.edu.cn/download/gene_model_family/Sbi) [136-138] and GrassTFDB (http://grassius.org/browsefamily.html?species=Sorghum) [139]. Annotations from members of the same TF family were collapsed if the names were the same, but formatted differently (e.g. JUMONJI and Jumonji or MYB-related and MYB_related). Enrichment analysis was performed using Z-score analysis as defined above. Transcription factors were considered significant if the following criteria were met: Z-score ≥ 2, p-value ≤ 0.05, and the expected number of genes for a family > 1.

### *cis*-Acting Promoter Element Analysis

Promoter elements were downloaded from PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) [121,122] and PLACE (http://www.dna.affrc.go.jp/PLACE/index.html) [123,124]. These databases were used as they allowed for easily downloadable, queryable, and manipulatable files that could be used to run an analysis in-house. The element names were collapsed if the sequences for them were identical. Promoter sequences (1000 bp) for all sorghum genes were determined based on the Sbi1.4 annotation and downloaded from Gramene BioMart (http://gramene.org/biomart/martview). As current annotation is not refined, some genes lack complete 5'-UTR lengths, and, for these genes, the 1000 bp upstream sequences analyzed will contain partial or complete 5'-UTR sequence. *cis*-elements were located in the upstream regions by matching in R; location and number were recorded. Enrichment was considered significant if the following criteria were met: Z-score ≥ 2, a hypergeometric distribution adjusted p-value of ≤ 0.05, and the expected number of genes for a family > 1.

### Ortholog Analysis

Gene descriptions and putative ortholog pairs from the Arabidopsis, rice, sorghum and maize genomes were derived from Gramene BioMart (http://gramene.org/biomart/martview) [146]. Manipulations were performed in R. The method is summarized in Figure 7. Sorghum DE genes were filtered for those with unknown function by searching for the terms 'hypothetical', 'expressed', 'predicted' and 'uncharacterized'. Using the data from Gramene, we determined if these genes contained orthologs in the species of interest and whether all orthologs designated for a particular gene were of unknown function. This smaller listing of genes was then assayed for previously published drought responsiveness in the non-sorghum species. The resulting *Sb*-ortholog pairs are of unknown function in sorghum and the non-sorghum species of interest and responsive to drought in both species. We did not require that the gene expression across the different species lists occur in the same direction, only that the genes were DE, as genes within single species can range in expression from repression to induction depending on the severity of the drought stress [30].

### Network Analysis

Network analysis was performed in R using SorghumCyc pathways (http://www.gramene.org/pathway/sorghumcyc.html) [146] that had been manually collapsed. This collapse consisted of combining related pathways (e.g. alanine biosynthesis II and III or cytokinins *7-N*-glucoside, cytokinins *9-N*-glucoside, and cytokinins-*O*-glucoside biosynthesis). The pathways were filtered such that only genes of interest were considered as edges between nodes (pathways). Matrices were generated that contained the paired pathway names and the number of DE genes in common between them. The information was then imported into Cytoscape [158,159] to visualize the networks.

## Authors' contributions

DVD generated the RNA-Seq cDNA and DE gene lists, performed *cis*-element, GO, SorghumCyc pathway, and transcription factor analysis, and drafted the manuscript. MKM contributed to the SorghumCyc pathway analysis and reviewed the manuscript. AO developed alternative scripts to process RNA-Seq data and compare the results to sorghum genomic annotations and reviewed the manuscript. RRK contributed to the interpretation of the data and helped draft the manuscript. SK performed GO enrichment analysis, retrieved gene descriptions and putative ortholog pairs, and reviewed the manuscript. DW contributed to the experimental design, interpretation of the data, and helped draft the manuscript. PEK contributed to the experimental design, processed the RNA-Seq data to generate raw counts per gene, contributed to the interpretation of the data, and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Lane by lane summary of RNA-Seq data**. ^†^Read mapping to splice junctions included within the total number of reads mapped to genes. Click here for file

Additional file 2 Pearson correlation coefficients for roots and shoots across all runs Click here for file

Additional file 3 **Differentially expressed genes in treatment vs. control roots and shoots based on a 2X sequencing depth**. ^a^Confidences refer to those assigned to the gene models by Patterson et. al [43]. ^b^ABI3VP1 - proteins containing a B3 domain and named after the founding members (*ABA INSENSITIVE 3 *and *VIVIPAROUS1*); AP2 - Apetela2-like proteins that contain one repeated AP2/ERF domain; AP2-EREBP - Apetela2 and Ethylene-responsive element binding proteins containing two repeated AP2/ERF domains; ARF - auxin response factor family members; ARR-B - members of the type-B phospho-accepting response regulator family; AUX/IAA - auxin/indole-3-acetic acid family members controlled by auxin-responsive elements (AuxREs); B3 - Superfamily that encompasses the auxin response factor family, and the LAV, RAV and REM family containing an ~110 amino acid region called the B3 domain; bHLH - basic helix-loop-helix protein; bZIP - basic leucine zipper protein; C2C2-CO-like - similar to "CO-like"; C2C2-Dof - proteins containing DNA-binding with one finger domain and a highly conserved DNA-binding domain, which includes a single C2-C2 zinc finger; C2C2-GATA - GATA-binding proteins containing one or two highly conserved zinc finger DNA-binding domains; C2C2-YABBY - proteins containing a C2C2 zinc finger-like domain towards the amino terminus and a helix-loop-helix (YABBY) domain; C2H2 - proteins containing zinc finger domains with a secondary structure stabilized by a zinc ion bound to the Cys and His residues of the finger; C3H - proteins containing a Cys3His zinc finger domain; CCAAT - proteins contained within the NF-A complex that recognize CCAAT box motifs; CCAAT-HAP2 - HAP2 proteins of the heterotrimeric CCAAT-box-binding complex (HAP2, HAP3, and HAP5); CO-like - CONSTANS-like proteins, containing both a zinc-finger and CCT (CO, CO-like, TOC1) domain; CPP - cysteine-rich polycomb-like proteins containing one or two Cys-rich domains; DBB - proteins containing double B-box zinc finger domains; Dof - proteins containing DNA-binding with one finger domain; EIL - EIN-3-like transcription factors involved in ethylene signaling; ERF - ethylene-responsive factors; FAR1 - far-red-impaired response family members; G2-like - proteins similar to G2 (maize); GATA - proteins that interact with conserved WGATAR; GeBP - proteins similar to GL1 enhancer binding protein and containing a central region with no known motifs and a C-terminal region with a putative leucine-zipper motif; GNAT - Gcn5-related N-acetyltransferase superfamily members; GRAS - named for GAI, RGA, SCR family members; GRF - proteins containing the same QLQ and WRC domains found in G*ROWTH-REGULATING FACTOR1 *(*GRF1*); HB - similar to "Homeobox"; HD-ZIP - proteins containing a homeodomain and leucine zipper motif; HMG - proteins containing high-mobility-group boxes initially identified as DNA-binding domains; Homeobox - homeobox proteins; HSF - heat shock factor proteins; Jumonji - proteins that contain JmjN and JmjC domains and may be protein hydroxylases that catalyse a novel histone modification; LBD and LOB-LATERAL ORGAN BOUNDARIES domain containing proteins which bind to GCGGCG; LSD - proteins that contain three zinc finger domains; M-type - similar to "MADS"; MADS - *MINICHROMOSOME MAINTENANCE 1 *(*MCM1*) from *S. cerevisiae AGAMOUS *(*AG*) from *Arabidopsis thaliana*, *DEFICIENS *(*DEF*) from *Antirrhinum majus *and *SERUM RESPONSE FACTOR *(*SRF*) from *Homo sapiens*) family members; MBF1 - proteins similar to multiprotein bridging factor 1 and mediators of transcriptional activation by bridging between an activator and a TATA-box binding protein (TBP); MIKC - type-II MADS-box containing proteins; mTERF - proteins containing repetitions of a 30 amino acid module, the mTERF motif, containing leucine zipper-like heptads; MYB - proteins containing the MYB (from the oncogene of avian myeloblastosis virus) domain; MYB-related - proteins containing MYB-related domains; NAC - named for NAM, ATAF, and CUC family members; NF-YA - the A subunit of the NF-Y complex that recognizes CCAAT box motifs; NF-YB - the B subunit of the NF-Y complex that recognizes CCAAT box motifs; Nin-like - nodule inception-like proteins; OFP - ovate family proteins contain a conserved C-terminal domain; Orphans - transcription factors that don't belong to any of the other families -- from GrassTFDB; PHD - proteins containing a Plant Homeo Domain finger that resembles the metal binding RING domain (Cys3-His-Cys4) and FYVE domain; PLATZ - proteins similar to PLATZ1 (plant AT-rich sequence- and zinc-binding protein 1) zinc-dependent DNA-binding protein; Pseudo ARR-B - type-B phospho-accepting response regulator proteins; RAV - proteins containing both a B3 domain and a single AP2/ERF domain; RWP-RK - proteins containing a RWP-RK domain; SBP - proteins encoding a conserved protein domain of 76 amino acids in length (SBP-domain); SET - proteins containing a 130-residue SET domain (named after three Drosophilia genes involved in epigenetic processes, Su(var), E(z) and trithorax); Sigma70-like - proteins similar to sigma70; SNF2 - proteins with seven characteristic blocks comprising the helicase region; TALE - three-amino-acid-loop-extension class of homeoproteins contains the KNOTTED-like homeodomain (KNOX) and BEL1-like Homeodomain (BELL) members; TAZ - proteins containing a TAZ2 zinc finger; TCP - proteins containing the TCP (from teosinte branched1from maize, *CYCLOIDEA *from snapdragon, and the *PROLIFERATING CELL FACTORS 1 *and *2 *from rice) domain, a 59-amino acid basic helix-loop-helix motif; Tify - proteins containing a TIFY domain (named for the most conserved amino acids); Trihelix - proteins containing helix-loop-helix-loop-helix domains; TUB - proteins containing C-terminal tubby domains; Uncategorized - transcription factors that don't belong to any of the other families -- GrassTFDB and PlnTFDB; WOX - homeobox proteins containing a conserved DNA-binding homeodomain; WRKY - proteins containing the WRKYGQK sequence followed by a C2H2 or C2HC zinc finger motif; YABBY - similar to "C2C2-YABBY"; ZF-HD - zinc finger homeodomain proteins Click here for file

Additional file 4 All genes differentially expressed under ABA- or PEG-treatment Click here for file

Additional file 5 **Oligonucleotides used for qRT-PCR**. ^a^GeneIDs in bold have unknown protein function. ^b^qPCR results comparing treated vs. control samples; passed - qPCR results agreed with RNA-Seq data; failed - qPCR results did not agree with RNA-Seq data. Click here for file

Additional file 6 **Enrichment p-values for GO biological processes categories**. ^a^GO categories falling under Other do so because they are found as enriched for groups of DE genes which are not easily grouped according to differential expression in tissue or treatment. Click here for file

Additional file 7 **SorghumCyc pathway Z-score enrichment analysis for genes differentially expressed in treatment vs. control roots and shoots**. ¹Observed Counts = The number of DE genes found within a given pathway. ^2^Expected Counts = The number of DE genes expected within a given pathway based on the size of the pathway and DE gene list (see Methods). ^3^A Z-score ≥ 2 with a corresponding p-value ≤ 0.05 is indicative of an enriched pathway. Click here for file

Additional file 8 **Ratio of reactions containing differentially expressed genes to the total number of reactions within annotated pathways**. ^a^Pathways are only included in this list if they contain 3 or more reactions. Click here for file

Additional file 9 **p-Values for *cis*-element enrichment within 1000 bp from the transcription start sites for differentially expressed genes in response to ABA- and PEG-treatment**. †B (CGT); D (AGT); H (ACT); K (GT); M (AC); N (ACGT); R (AG); S (CG); V (ACG); W (AT); Y (CT) Click here for file

Additional file 10 **Ortholog gene pairs of unknown function important in drought response**. ^a^[145]; ^b^[26]; ^c^[13]; ^d^[17]; ^e^[30] Click here for file

Additional file 11 **p-Values for *cis*-element enrichment in 1000 bp upstream of the transcriptional start site for sorghum genes with unknown function conserved in function and expression across species**. †B (CGT); D (AGT); H (ACT); K (GT); M (AC); N (ACGT); R (AG); S (CG); V (ACG); W (AT); Y (CT) Click here for file

Additional file 12 **p-Values for *cis*-element enrichment in 1000 bp upstream of the transcriptional start site for rice, maize, and Arabidopsis genes with unknown function conserved in function and expression to sorghum**. †B (CGT); D (AGT); H (ACT); K (GT); M (AC); N (ACGT); R (AG); S (CG); V (ACG); W (AT); Y (CT) Click here for file

Additional file 13 Number of genes within read count bins Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

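The samples are 24 RNA-Seq libraries of roots and shoots of sorghum seedlings, 3 for each of 8 groups: ABA, NaOH, PEG and H2O in each tissue. They were grouped by the conditions and replicate numbers in the sample labels, checked against the paper's description of the experiment. The labels and the paper differ in the NaOH concentration, which enters no test.

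The authors sequenced the libraries on a Genome Analyzer IIx, called bases with RTA 1.5 or 1.6, kept reads that passed the purity filter, trimmed them to 50 bases and aligned them to the sorghum genome sbi1 with ELAND_rna, allowing up to 2 errors. Reads with more than 1 match and reads of chloroplast, mitochondrial and repeat sequences were left out by the authors. Genes were the Sbi1.4 gene models with microRNA models added, 34145 in the tables used here, and strand was not regarded.

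Each deposited table gives 4 values per gene. The raw count in the deposited tables is a count of aligned bases on the exons, made by the authors with CASAVA, and not a number of reads: most values are multiples of 50, and the column totals divided by 50 equal the reads that Additional File 1 gives for each of the 24 lanes. The authors' RPKM is computed from the same bases and the exon length, and no test here uses it. The sequencing depth, a coverage signal in the authors' tables, is the number of aligned bases divided by the exon length and is not scaled for library size. The exon length is the fourth value, and it was not used as a covariate. Where the unit differed from a count of reads, the test foreseen for read counts was kept and applied to bases divided by 50 and rounded.

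Reads per library ranged from 12891739 to 22840516 with a median of 15352198. They were 14241734 to 21316385 in ABA roots, 14340105 to 22768544 in NaOH roots, 14300937 to 22840516 in PEG roots, 12891739 to 21551412 in H2O roots, 14549179 to 22098537 in ABA shoots, 13753904 to 21875259 in NaOH shoots, 15405095 to 22568484 in PEG shoots and 14137037 to 20319058 in H2O shoots. Counting error at 100 reads is about 10%, so at this depth the spread between replicates, a common biological coefficient of variation of 0.2054, exceeds it for genes with more reads.

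Differences were tested in R 4.3.3 with edgeR 4.0.16, by a robust quasi-likelihood fit of all 24 libraries with a mean for each of the 8 groups and no other term, TMM scaling and the low-count filter of edgeR over the 8 groups, which left 22667 genes. The median prior degrees of freedom were 3.79. All 24 libraries entered 1 fit so that the spread is estimated from all of them. P-values are two-sided and were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05, a log2 fold change of at least 1 in either direction and a median depth of at least 2X in at least 1 of the groups compared, the cutoffs of the paper. The comparisons were ABA with NaOH and PEG with H2O in each tissue, NaOH with H2O in each tissue, and 4 interactions (ABA with PEG within a tissue, and roots with shoots within a treatment), which have no depth cutoff. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Counts of genes whose libraries all have 3 reads or fewer in a group are treated as bounds.

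Replicate numbers pair the samples, because the paper states that each replicate was a separate hydroponic experiment and that roots and shoots were taken from the same plants. This was checked by the correlation of the deviations from the group means: it averaged 0.24 in the 36 pairs of libraries with the same number and tissue, and −0.068 between libraries with different numbers. For treated and control libraries of the same number it averaged 0.182 with ABA and 0.143 with PEG in roots, and 0.33 and 0.367 in shoots. The replicate number was fitted as a block in an alternative. ABA and PEG have separate controls, so no control library is shared between their comparisons.

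The alternatives, set before the data were examined, were: no depth cutoff, a cutoff of 5X, no fold change cutoff, the replicate block, the RTA version as a term, DESeq2 1.42.0, DESeq2's size factors or upper-quartile factors in edgeR, a common-dispersion exact test with library sizes alone, the same on counts quantile-normalized with limma 3.58.1, no low-count filter, at least 10 reads in every sample of a group, fits of the 6 samples of a comparison or the 12 of a tissue, base counts as deposited, and leaving out replicate 1, 2 or 3. Other limits for active genes, other correlation coefficients and other summaries of depth were tried as well. After seeing the data, the exact test on base counts, the fits without NaOH roots replicate 3, PEG roots replicate 3 or H2O shoots replicate 2, the exact test without NaOH roots replicate 3, library sizes alone in the quasi-likelihood test, and fits without each of the 24 libraries were added. All 10 divisions of the 6 libraries of a comparison, and 25 relabelings drawn for each interaction, count the genes called under the real and other groupings. The other groupings of treated and control libraries mix both, so the treatment effect adds to the spread. Low numbers there do not estimate how many genes are called by chance.

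The test was tested on simulated data with the group sizes of the study. With 22667 simulated genes and 200 changed per comparison, 99.5% to 100% of the changed genes were recovered, with 0 to 6 false calls. Only well-counted genes were changed, all by the same size, well above the fold change cutoff, and no depth cutoff was used. The simulated spread followed the trend over genes, without deviant genes, deviant libraries or effects of the replicate number. These shares therefore do not hold for small changes, genes with few reads or the real libraries.

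The text names the genes that the paper's text, figures or legends name, genes of a named pathway, for each comparison the 3 largest rises and the 3 largest falls among genes past all cutoffs and changed the same way in every replicate number, for each interaction the 2 largest differences in each direction, and at most 3 examples of genes with opposite changes. Gene descriptions are those of Additional Files 3 and 4. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Coordinates are counted from 1 on sbi1.

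Additional Files 3 and 4 are held here in part, and counts over their lists cover that part. Gene ontology terms, cis-elements, enrichment of pathways and families, and the pathways of branched-chain amino acids, proline, β-alanine betaine and brassinosteroids were not analysed here. No gene model was removed for its length or sequence.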

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

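Of the tests in this part, those of scaling and of a single library were chosen only after the results were seen, and so was the limit for scaling, a fall by more than 1.5 times.

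The effect of ABA differed between roots and shoots in 2167 genes, 1128 with a more positive and 1039 with a more negative change in roots, a difference between tissues found by testing the interaction. In 1480 of these genes the larger fitted change was in roots. The fitted changes had opposite signs in 1406, whether or not each differs from 0. Genes called in both tissues with opposite directions were far fewer, 20 up in roots and down in shoots and 27 the reverse. An example of a difference between tissues is the aldose reductase gene Sb09g023250 (chromosome 9, 52875331–52878400). In roots it rose from 13.9 ± 1.91 to 21723 ± 2038 normalized reads (log2 10.58, SE 0.96, adjusted p 5.21e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 replicate numbers). In shoots it had 145 ± 27.5 against 208 ± 44.9 (log2 −0.52, SE 0.67, adjusted p 0.632, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the interaction was 11.11 (SE 1.13, adjusted p 1.56e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

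Of 25 relabelings of treated and control libraries drawn from 163 for this comparison, 1, the real one, gave as many genes. The other relabelings add the treatment effect to the spread, so their low numbers do not argue against chance. With library sizes alone, which moved the median ABA effect by log2 0.13 in shoots and 0.05 in roots and the median difference by −0.08, 2077 of the 2167 genes were called with the same sign. This argues against scaling as the whole cause. Low depth in one tissue is not the whole cause either: 1316 of the 2167 genes had a median depth of at least 2X in a group of each tissue. For the other genes low depth in one tissue stays open. A term for the replicate block gave 2489 genes, and leaving out single libraries gave 1847 to 2377, but it was 1031 without replicate 1 and 1176 without replicate 3. Sharing of reads between similar genes was not tested. A difference in the response of the tissues may underlie the pattern and stays a hypothesis, since it was found and tested on the same libraries.

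The effect of PEG differed between roots and shoots in 924 genes, 458 with a more positive and 466 with a more negative change in roots, again by the interaction. The fitted signs were opposite in 694, whether or not each change differs from 0, and the fitted change in roots was the larger in 358. Only 7 genes were called up in roots and down in shoots and 8 the reverse. For the dehydrin gene Sb09g018420 the interaction was log2 −7.04 (SE 0.73, adjusted p 1.59e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a rise in 3 of 3 replicate numbers in each tissue and the larger one in shoots.

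Of 25 relabelings drawn from 163, 1, the real one, gave as many genes, which again does not argue against chance. With library sizes alone, which moved the median difference by log2 −0.19, 801 of the 924 genes were called with the same sign, which argues against scaling as the whole cause. Low depth as the whole cause is argued against by depth, as 576 of the 924 genes had a median depth of at least 2X in a group of each tissue. How many genes go each way does depend on scaling: with library sizes alone 335 were more positive and 754 more negative in roots. The number rose to 2319 without H2O shoots replicate 2, which argues against that library as its cause. The balance depends on that library too, with 859 then more positive and 1460 more negative in roots. Leaving out the other single libraries gave no fewer than 628 genes. The number was 1316 with the replicate block, 66 without replicate 1, 1419 without replicate 2 and 341 without replicate 3, so its size depends on the libraries used. For the other genes low depth stays open. A tissue difference in the response to PEG may underlie the pattern and stays a hypothesis, since it was found and tested on the same libraries.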

How the results depend on the processing

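The exact test on base counts, the exact test without NaOH roots replicate 3, the quasi-likelihood test with library sizes alone and all fits without a single library were chosen after the data were seen. The cause of each change below was not tested, apart from settings that by construction call more genes (no cutoff) or use fewer samples.

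With no fold change cutoff, ABA changed 6203 genes in roots and 4128 in shoots, and PEG 1459 and 3175. In total 9940 genes were then in any list and 2332 in the lists of both treatments, and the PEG effect differed between tissues in 1402. Without a depth cutoff the lists held 4058, 2269, 1107 and 1492 genes, and at 5X 2342, 1241, 579 and 810, all within 1.5 times the reported numbers.

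The common-dispersion exact test on base counts gave 1102 and 338 genes with ABA and 216 and 345 with PEG in roots and shoots, 1549 in any list, 217 shared between treatments, 21 between root controls, 96 qPCR pairs, 51 pathway pairs and 0 of the 6 transcription factors in all 4 comparisons. Base counts as deposited in the quasi-likelihood test gave 475 genes in PEG-treated roots. A fit of the 6 samples alone gave 664 genes in PEG-treated shoots.

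Between NaOH and H2O roots, where 0 genes were called (360 at an unadjusted p under 0.05), DESeq2 called 1, the exact test 88, the exact test on quantile-normalized counts 91 and the exact test without NaOH roots replicate 3 55. Between NaOH and H2O shoots, where 0 genes were called (566 at an unadjusted p under 0.05), these exact tests called 11, 12 and 11.

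The difference between ABA and PEG in shoots, 405 genes, was 713 genes with DESeq2 and 158 in a fit of the 12 shoot samples. With the replicate number as a block it was 650. In the same paired fit the lists held 3121 and 1708 genes with ABA and 922 and 1188 with PEG, 0 genes differed between controls in each tissue, and 3057, 2489 and 1316 genes differed by the other interactions (ABA with PEG in roots, and roots with shoots for ABA and for PEG). In total 4952 genes were in any list and 1019 in those of both treatments. Of the 218 named gene and comparison pairs, the block kept 211 on their side of the cutoffs, brought 6 past them and took 1 below, and it changed no other reported count by more than 1.5 times.

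Of the 6 transcription factors, 2 were up-regulated in all 4 comparisons. This was 6 with the exact test and with the exact test without NaOH roots replicate 3, and 1 at 5X, in fits of 6 samples and without PEG roots replicate 3. The lowest correlation of replicates, 0.969, was 0.911 as Pearson's r of the counts.

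Fits that left out a replicate number or a single library gave 1081 to 1721 genes for ABA-treated shoots, 321 to 892 for PEG-treated roots and 615 to 2052 for PEG-treated shoots. They gave 0 to 4 between controls in roots and in shoots, and 1368 to 2957 for ABA against PEG in roots and 8 to 1918 in shoots. For roots against shoots they gave 1031 to 2377 with ABA and 66 to 2319 with PEG. Shared genes and transcription factors were counted without each replicate number and, of the single libraries, only without NaOH roots replicate 3, PEG roots replicate 3 or H2O shoots replicate 2. In those fits 492 to 1016 genes were shared between treatments and 0 to 3 of the 6 transcription factors were up in all 4 comparisons. Leaving out a replicate number gave 0.969 to 0.982 for the correlation. The low ends came from leaving out replicate 1, except for ABA-treated shoots and the correlation, where replicate 3 was left out, and the 0 genes between controls, which most of these fits gave. Without replicate 1 the lists of PEG-treated roots and shoots held 321 and 615 genes.

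Single libraries moved some of these counts by more than 1.5 times. Without H2O shoots replicate 2, PEG-treated shoots had 2052 genes, the PEG effect differed between tissues in 2319, ABA and PEG differed in shoots in 1918, and 4 genes differed between the shoot controls. Without H2O shoots replicate 3, ABA shoots replicate 1 or NaOH shoots replicate 3, ABA and PEG differed in shoots in 210, 222 and 266 genes. Without NaOH roots replicate 3, 4 genes differed between the root controls, and without H2O roots replicate 3, 1. The list of ABA-treated roots stayed between 2962 and 3390 genes in the 24 fits.

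Under the alternatives counted for named genes, the only result that reversed was the largest difference between ABA and PEG in shoots, Sb03g041200 (chromosome 3, 68741922–68744228). Its interaction of log2 10.61 (SE 2.79, adjusted p 0.0461, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) became −2.28 without replicate 3 and 11.20 without H2O shoots replicate 2. Its reads came mostly from H2O shoots replicate 3, with 1041 normalized reads against 0 in replicates 1 and 2, and PEG lowered it in 1 of 3 replicate numbers.

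Of the 218 named gene and comparison pairs, 85 kept their call under every alternative counted for them. Of the fits without a single library, only those without NaOH roots replicate 3, PEG roots replicate 3 or H2O shoots replicate 2 were counted. Under every alternative listed in the processing summary as set in advance, 98 kept their call. Over 5118 combinations of pair and alternative, 4760 calls stayed, 273 were lost and 84 gained. Of 436 counts of rising or falling genes under alternatives, 351 stayed within 1.5 times and 85 did not.

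Scaling by library size alone, in the exact test, moved the median of all genes by log2 0.05 and 0.02 with ABA and PEG in roots and by 0.13 and 0.21 in shoots. The ABA list of shoots was then 935 up and 817 down (53.4% up, against 44.1%) and the PEG list of shoots 980 up and 318 down (75.5% against 57.7%). With library sizes alone in the quasi-likelihood test the PEG list of shoots was 856 up and 248 down. With DESeq2 it was 590 up and 584 down, and with its size factors in edgeR 575 up and 556 down. Of the genes called in the 4 comparisons, the exact test kept 2983 and 1443 with ABA and 785 and 889 with PEG. Depth sets a limit on single genes: at 5X, 42 of the 218 named pairs lost their call.

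The exact tests and the fits of 6 samples give no interaction, and the fits of 12 samples give none between tissues, so these were not run. In the 4 lists DESeq2's size factors and upper-quartile factors moved the median of all genes by less than 0.1 (log2).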

Differences from the paper's values

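The lowest Spearman correlation between biological replicates is 0.91 in the paper's text and 0.969 here. The title of Additional File 2 names Pearson coefficients instead. Of the alternatives set before the data were examined, Pearson's r of the counts came within the margin, with 0.911. Pearson's r of log2-transformed scaled counts (0.972), Spearman's rho over active genes (0.965) and the fits without replicate 1 (0.978), 2 (0.982) or 3 (0.969) did not.

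The paper counts 15 pri-microRNA models among the differentially expressed genes, and 7 were called here. The replicate block (10), the common-dispersion exact test (13) and that test on quantile-normalized counts (16) came within 1.5 times the paper's number, and none of the other alternatives set before the data were examined did.

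The paper gives about 1650 genes up-regulated by PEG, and 1080 were found here with the lists of roots and shoots added up, as the numbers of Fig. 4, read by eye, add up to the paper's. No depth cutoff (1555), no fold change cutoff (2133), the replicate block (1214), the RTA version as a term (1134), DESeq2 (1101), upper-quartile factors (1113), the common-dispersion exact test (1638), that test on quantile-normalized counts (1305) and leaving out replicate 2 (1478) came within 1.5 times. A depth of at least 5X (773), DESeq2's size factors (1039), no low-count filter (1037), at least 10 reads in every sample of a group (1083), fits of 6 samples (904) or 12 samples (1032), leaving out replicate 1 (576) or 3 (734) and base counts as deposited (807) did not. With each gene counted once, 984 were found, and no depth cutoff (1346), no fold change cutoff (1961), the replicate block (1108), the exact test (1479), that test on quantile-normalized counts (1164) and leaving out replicate 2 (1347) came within 1.5 times, and the other alternatives set before the data were examined did not.

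Of the 6 transcription factors that the paper gives as up-regulated in all 4 comparisons, 2 passed here in all 4. The common-dispersion exact test on reads called 6. No other alternative set before the data were examined came within 1.5 times, and that test on quantile-normalized reads called 3. Of the settings chosen after the values were seen, the exact test without NaOH roots replicate 3 called 6 and the exact test on base counts 0. The paper describes quantile normalization of raw counts, which are bases in the deposited tables, and no setting here combines both. In ABA-treated shoots, the exact test on reads called 935 of 941 raised and 817 of 821 lowered genes of Additional File 3, and 0 others. On quantile-normalized reads it called 752 and 783 of them and 1 and 91 others, and on base counts 338 genes in all. This argues against either step as the source of that list. Of the PEG lists only a part is held.

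In Fig. 4, read by eye, about 550 genes are up-regulated in shoots by PEG alone, and 315 were found here. No depth cutoff (472), no fold change cutoff (725), the common-dispersion exact test (542) and leaving out replicate 2 (754) came within 1.5 times, and the other alternatives set before the data were examined did not. In roots about 450 genes are up-regulated by PEG alone in Fig. 4, read by eye, and 295 were found here. No depth cutoff (364), no fold change cutoff (416), the replicate block (355), the RTA version as a term (327), DESeq2 (331), upper-quartile factors (304), the exact test (443), that test on quantile-normalized counts and fits of 6 samples (335) came within 1.5 times, and the other alternatives set before the data were examined did not.

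The paper gives Sb04g034190 as up-regulated in PEG-treated roots, where its log2 fold change of 0.98 lay below the cutoff. It was called with no fold change cutoff, without replicate 2 (1.10) and with the exact test (1.00), and also, chosen after the values were seen, with the exact test without NaOH roots replicate 3 (1.00) and with library sizes alone in the quasi-likelihood test (1.00).

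The paper gives Sb03g003110 as up-regulated in every comparison, and it passed in ABA-treated roots alone. In ABA-treated shoots (1.05) it was called with the replicate block (1.18), the RTA version as a term (1.21), the exact test (1.18), the exact test on quantile-normalized counts (1.02) and without replicate 3 (1.41). In PEG-treated roots (1.50) it was called with the replicate block (1.36), the RTA version as a term, DESeq2 (1.50), upper-quartile factors (1.50), the exact test (1.52), that test on quantile-normalized counts (1.56) and a fit of 12 samples (1.51). In PEG-treated shoots (0.97) the exact test called it (1.19). Of the settings chosen after the values were seen, the exact test without NaOH roots replicate 3 called it in all 3, and the fits without NaOH roots replicate 3 or H2O shoots replicate 2 and the quasi-likelihood test with library sizes alone (1.52) called it in PEG-treated roots.

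The paper gives Sb03g033750 as up-regulated in ABA-treated shoots (0.99 here, not past the cutoffs), where the exact test called it (1.12), and Sb03g003100 in PEG-treated roots (1.00 here, not past the cutoffs), where the exact test (1.03) and that test on quantile-normalized counts (1.02) called it. The exact test without NaOH roots replicate 3, chosen after the values were seen, called both.

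In Fig. 4, Sb10g022780 is drawn as down-regulated by both treatments in shoots, and with PEG it did not pass here (log2 −1.26). It was called with the replicate block (−1.24), DESeq2 (−1.32), its size factors (−1.32), the exact test (−1.07) and that test on quantile-normalized counts (−1.34), and, chosen after the values were seen, the exact test without NaOH roots replicate 3 (−1.07). Sb02g022733 is drawn as down-regulated by both treatments in roots, and with PEG it did not pass here (log2 −1.32). It was called with the replicate block (−1.21), the RTA version as a term (−1.21), the exact test (−1.29), that test on quantile-normalized counts (−1.51) and a fit of 6 samples (−1.31), and, chosen after the values were seen, the exact test without NaOH roots replicate 3 (−1.29). Sb03g038290 is drawn as down-regulated in shoots by ABA alone, and it also passed with PEG (log2 −1.00). As drawn, it did not pass with PEG with the RTA version as a term (−0.99), upper-quartile factors (−0.98), the exact test (−0.80), that test on quantile-normalized counts (−0.87), no low-count filter (−1.00), fits of 6 or 12 samples (−0.97 in each), base counts as deposited (−1.00) or without replicate 1 (−1.17), 2 (−0.91) or 3 (−0.92), nor with the exact tests on base counts and without NaOH roots replicate 3 and the quasi-likelihood test with library sizes alone, chosen after the values were seen (−0.80 in each).

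Additional File 7 lists Sb07g022530 for cytokinins degradation in PEG-treated shoots, and it did not pass here (log2 −1.25). It was called with the replicate block (−1.18), DESeq2 (−1.31), its size factors (−1.31), the exact test (−1.03), that test on quantile-normalized counts (−1.26) and without replicate 2 (−1.56). Of the settings chosen after the values were seen, the fits without NaOH roots replicate 3 (−1.25) or H2O shoots replicate 2 (−1.47) and the exact test without NaOH roots replicate 3 (−1.03) called it.

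In the complete lists of Additional File 3, 1232 of 1361 genes raised in ABA-treated roots, 717 of 941 genes raised in ABA-treated shoots and 728 of 821 genes lowered there passed the cutoffs here, and 180 genes lowered in ABA-treated shoots here are not listed. Fold changes of listed genes had the listed sign in 1357, 939 and 818 genes, and the others, 4, 2 and 3 genes, were left out by the low-count filter. Over all tested genes of these comparisons in the copy, 1989 in ABA-treated roots, where the lowered genes are held in part, and 1757 in ABA-treated shoots, the median of the log2 fold change here less the listed one was −0.06 and −0.13. Library sizes alone in the exact test moved the median of all genes by 0.05 and 0.13. The common-dispersion exact test called 1360, 935 and 817 of these listed genes and 0 genes that are not listed. On quantile-normalized counts it called 1353, 752 and 783 of them, and 35, 1 and 91 genes that are not listed.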

Other observations

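Of the tests in this part, those of the sequencing runs, of higher depth, of leaving out NaOH roots replicate 3, of 1 library behind 2 replicates, of shared plants and of a mislabelled shoot library were chosen only after the values had been seen.

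The 6 libraries of a comparison can be divided in 10 ways. For ABA-treated roots, ABA-treated shoots, PEG-treated roots and PEG-treated shoots, 1 of the 10 splits, the real one, gave as many genes as were called, and 4 of the 10 part all replicate pairs. With 10 splits a chance share under 0.1 cannot be reached. The other splits of treated and control libraries also add the treatment effect to the spread, so few calls are to be had from them. The splits other than the real one gave 0 genes, except in PEG-treated shoots, where a split that puts H2O shoots replicate 2 with PEG shoots replicates 1 and 2 gave 331 and one that puts PEG shoots replicate 1 with H2O shoots replicates 1 and 3 gave 9. For NaOH against H2O roots and shoots, 10 of the 10 splits gave as many genes as the 0 called (360 and 566 at an unadjusted p under 0.05), and one split of the shoot controls gave 957, with H2O shoots replicates 1 and 3 and NaOH shoots replicate 1 on one side, and another gave 1. For ABA against PEG, 1 of 25 relabelings gave as many genes in roots. In shoots 2 of 25 did, and the other one, which parts fewer replicate pairs, gave 1250, while a further one gave 64, so that chance is not excluded for the number in shoots. Of the 2 relabelings that part as many pairs as the real one, itself included, 1 gave as many genes there.

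In NaOH roots replicate 3, 155 genes were more than 4-fold higher than in both other NaOH root libraries, and 14 were more than 4-fold lower. PEG roots replicate 3 had 173 such higher genes against the other PEG root libraries, and 61 of them were the same genes, where 1.18 would be shared by chance. The 155 genes were shifted by a median of log2 1.79 in PEG roots replicate 3, 0.71 in ABA roots replicate 3 and 0.48 in H2O roots replicate 3. The sequencing run of replicate 3 is argued against by the shift of 0.48 in H2O roots replicate 3, and higher depth by the 17 such genes there. RNA of PEG roots replicate 3 mixed into this library was tested by the rise over the other NaOH root libraries. As a share of the same rise in PEG roots replicate 3, its median was 78.0% in genes of the pattern (91 genes). In the other genes raised by PEG it was 18.4% (281 genes). The genes of the pattern were chosen for being high in this library, so the shares differ partly by selection. A part of such RNA is therefore not excluded. Shoot tissue is argued against by the 50 most abundant shoot genes, which gained 0.0274% of their level in shoots, where the 155 genes gained 2382.4% of theirs. A mislabelled library was not tested, and no biological explanation was tested.

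The common-dispersion exact test called 88 genes between NaOH and H2O roots, 48 of them among the 155 genes above. Without NaOH roots replicate 3 it called 55, of which 35 were among the 88, so that library alone may account for part of the calls but not for all. Leaving out H2O roots replicate 1, 2 or 3 gave 71, 62 and 83 genes, and leaving out NaOH roots replicate 1 or 2 gave 178 and 192.

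Replicates 1 and 2 of the H2O shoots were more than 4-fold apart in 973 genes, 792 higher in replicate 2 and 181 lower. The NaOH shoots had 291 such genes, the PEG shoots 147 and the ABA shoots 85. Over the 973 genes, 96.4% moved the same way between replicates 1 and 2 of the NaOH shoots, 89.1% in the PEG shoots and 72.4% in the ABA shoots, by a median of log2 1.21, 0.54 and 0.28. Across 20034 genes the difference correlated with that of the H2O shoots with Pearson's r of 0.668 in NaOH, 0.533 in PEG and 0.3 in ABA shoots. This is across genes, which are not independent replicates. The sequencing runs of replicates 1 and 2 are argued against by the 85 genes of the ABA shoots, sequenced in the same runs, and by the NaOH shoots, which moved the same way although their replicate 2 was called with another RTA version. Mislabeling of an ABA or PEG shoot library is argued against by the 717 genes raised by ABA against NaOH shoots, a choice that uses no H2O or PEG library. Relative to H2O shoots replicates 1 and 3 their median was log2 −0.03 in H2O shoots replicate 2, and at least 1.51 in each ABA and 0.80 in each PEG shoot library. The 1250 genes raised by PEG in shoots in the fit without H2O shoots replicate 2 go the other way. Over these the log2 difference was 1.11 in H2O shoots replicate 2, and 1.55 in the lowest PEG shoot library. A share of PEG shoot RNA in H2O shoots replicate 2 is therefore not excluded. Root tissue is argued against by the 50 most abundant root genes, which gained 0.204% of their root level, where the rising genes of the pattern gained 102.0% of theirs. A difference between the plants of experiments 1 and 2 may be behind the pattern and is left open, as no condition in the labels gives one.

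Between replicates 1 and 2 of each root group, 0 genes were more than 4-fold apart, and the largest fold was 3.384 in H2O and 3.945 in PEG roots. One library sequenced in both runs stays open. The lowest mean chi-square of the reads per gene was 2.832 in H2O roots where sampling alone gives about 1, but no technical replicate shows how far the runs of 1 library lie apart. Plants of 1 experiment behind both numbers are argued against by the shoots of the same plants, where the fewest genes more than 4-fold apart was 85. Why replicates 1 and 2 are this close in roots stays open, and no biological explanation was tested.

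Among the genes raised most by ABA in roots, Sb09g003960 (2431 ± 338 normalized reads, adjusted p 1.23e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was at least 920.3-fold higher and the gene Sb01g017695 at least 3947-fold higher (adjusted p 1.46e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) than in NaOH roots with 3 reads or fewer, the latter a call that DESeq2 does not make. Sb02g022700 was at least 49.0-fold lower (adjusted p 2.49e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ABA-treated shoots Sb01g019850, similar to a beta-amylase, was at least 335-fold higher (adjusted p 4.4e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; at least 215-fold without ABA shoots replicate 2), and Sb02g005350 fell by log2 −5.23 (SE 0.59, adjusted p 7.4e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these changed the same way in 3 of 3 replicate numbers.

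With PEG, Sb07g027910 fell in roots by log2 −6.21 (SE 0.49, adjusted p 4.21e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sb07g023790, similar to a proline-rich protein, rose by log2 6.42 (SE 0.79, adjusted p 3.19e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In shoots Sb01g046000 was at least 355-fold higher (adjusted p 0.000125, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that DESeq2 does not make, and Sb07g005140, similar to a zinc transporter, fell by log2 −4.96 (SE 0.74, adjusted p 0.000131, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these changed the same way in 3 of 3 replicate numbers.

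Other large changes of ABA-treated roots were those of Sb07g023790, which rose by log2 13.30 (SE 0.96, adjusted p 2.64e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Sb01g042900, at least 23.6-fold lower than in NaOH roots (adjusted p 9.4e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost at 5X. In ABA-treated shoots Sb07g021850 was at least 116-fold higher (adjusted p 3.09e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sb04g033380 at least 63.7-fold higher (adjusted p 2.18e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the falls there, Sb03g014790, similar to a glutaredoxin, was at least 6.15-fold lower (adjusted p 0.00562, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sb09g029575 at least 4.94-fold lower (adjusted p 0.00366, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both of these calls were lost without replicate 3, at 5X and with base counts as deposited, and without NaOH shoots replicate 3 the bound for Sb09g029575 was 2.91-fold. Each change was seen in 3 of 3 replicate numbers.

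With PEG, Sb06g026900 rose in roots by log2 6.17 (SE 1.16, adjusted p 0.0018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without PEG roots replicate 3 (2.70), at 5X and in a fit of 6 samples. Sb05g023660 was at least 36.7-fold lower in roots (adjusted p 7.83e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost with base counts as deposited, and Sb01g002590 fell there by log2 −4.89 (SE 0.52, adjusted p 6.27e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In shoots Sb03g011090 was at least 109-fold higher (adjusted p 0.000914, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sb09g003960 at least 71.5-fold higher (adjusted p 0.00167, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sb03g046090 fell in shoots by log2 −6.23 (SE 1.70, adjusted p 0.0167, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 1 (−6.38) or 3 (−4.93) and in fits of 6 or 12 samples, and Sb08g020640 by −4.74 (SE 0.70, adjusted p 0.000774, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 3. Each change was seen in 3 of 3 replicate numbers.

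Several of the largest interactions rest on groups with 3 reads or fewer, so that their size is not given. Between ABA and PEG in roots these were Sb02g031170 (adjusted p 0.00561), Sb06g000790 (0.0319), Sb09g023060 (0.00131) and Sb05g022320 (8.09e-06, all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the first pair more positive with ABA and the others more negative. The call of Sb09g023060 was lost without NaOH roots replicate 3, which had 274.7 normalized reads against 1.00 and 0 in replicates 1 and 2, that of Sb02g031170 without replicate 1 or 2, and that of Sb06g000790 without replicate 1 or 3, NaOH roots replicate 3 or PEG roots replicate 3. Sb05g022320 rose by log2 3.53 with PEG in 3 of 3 replicate numbers (SE 0.35, adjusted p 0.000215, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and had 0 reads in ABA-treated roots. In shoots, Sb09g028360, similar to a GA2-oxidase, was more positive with ABA (adjusted p 0.023, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 1 or 3. Sb07g004660 was more negative (adjusted p 0.0459, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without each replicate number and in DESeq2, and Sb03g032380 was more negative by log2 −7.90 (SE 2.10, adjusted p 0.0485, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 1 or 2 and without NaOH roots replicate 3 (−7.89).

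Between roots and shoots, the ABA effect on Sb07g023790 was more positive in roots by log2 12.15 (SE 2.62, adjusted p 0.00327, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 1 or 2. For Sb02g024070 it was more negative by log2 −10.50 (SE 0.84, adjusted p 7.78e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a fall in roots in 3 of 3 replicate numbers, and for Sb07g007010 it was more negative with 3 reads or fewer in 3 of the 4 groups (adjusted p 0.0352, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without each replicate number. The PEG effect was more positive in roots for Sb01g014300 (adjusted p 0.0328, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without each replicate number and without PEG roots replicate 3, and for Sb04g033700 (adjusted p 0.0133, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without each replicate number and without H2O shoots replicate 2. It was more negative for Sb07g024090 (adjusted p 0.0475, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 2 or 3, NaOH roots replicate 3 or PEG roots replicate 3, and for Sb05g022640 (adjusted p 0.00101, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was at least 22.6-fold higher in PEG-treated shoots in 3 of 3 replicate numbers (adjusted p 3.85e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All of these rest on groups with 3 reads or fewer except Sb02g024070 and Sb07g023790.

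In roots, 44 genes were lowered by ABA and raised by PEG and 4 the reverse, and in shoots 5 and 2. Sb03g045800, similar to GST7 (chromosome 3, 73072134–73073300), fell by log2 −2.80 with ABA (SE 0.25, adjusted p 9.72e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and rose by 2.55 with PEG (SE 0.23, adjusted p 3.06e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its interaction was −5.35 (SE 0.34, adjusted p 1.63e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In shoots, the aquaporin gene Sb02g010830 (chromosome 2, 17037274–17038686) fell by log2 −3.02 with ABA (SE 0.60, adjusted p 0.0011, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and rose by 2.12 with PEG (SE 0.52, adjusted p 0.00845, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 1 (1.67) or 3 (1.99) and in a fit of the 6 samples (2.15). The call with ABA was lost at 5X. Its interaction was −5.15 (SE 0.79, adjusted p 0.00159, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction was not called without replicate 1. Each change had its direction in 3 of 3 replicate numbers.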
